# NEK7 regulates dendrite morphogenesis in neurons via Eg5-dependent microtubule stabilization

**DOI:** 10.1038/s41467-018-04706-7

**Published:** 2018-06-13

**Authors:** Francisco Freixo, Paula Martinez Delgado, Yasmina Manso, Carlos Sánchez-Huertas, Cristina Lacasa, Eduardo Soriano, Joan Roig, Jens Lüders

## Abstract

Organization of microtubules into ordered arrays is best understood in mitotic systems, but remains poorly characterized in postmitotic cells such as neurons. By analyzing the cycling cell microtubule cytoskeleton proteome through expression profiling and targeted RNAi screening for candidates with roles in neurons, we have identified the mitotic kinase NEK7. We show that NEK7 regulates dendrite morphogenesis in vitro and in vivo. NEK7 kinase activity is required for dendrite growth and branching, as well as spine formation and morphology. NEK7 regulates these processes in part through phosphorylation of the kinesin Eg5/KIF11, promoting its accumulation on microtubules in distal dendrites. Here, Eg5 limits retrograde microtubule polymerization, which is inhibitory to dendrite growth and branching. Eg5 exerts this effect through microtubule stabilization, independent of its motor activity. This work establishes NEK7 as a general regulator of the microtubule cytoskeleton, controlling essential processes in both mitotic cells and postmitotic neurons.

## Abstract (web summary)

NEK7 is a kinase known for its role in mitotic spindle assembly, driving centrosome separation in prophase through regulation of the kinesin Eg5. Here, the authors show that NEK7 and Eg5 also control dendrite morphogenesis in postmitotic neurons.

## Introduction

The compartmentalization of neurons into morphologically and functionally distinct domains, including cell body, one thin and long axon, and multiple shorter and tapered dendrites, is essential for neuronal function and connectivity. Excitatory synaptic input from other neurons is received through the somato-dendritic compartment via protrusions termed spines, is integrated in the cell body and then propagated through the axon to the presynaptic terminal, where the axon makes contact with other neurons.

The identities of the axonal and dendritic compartments are largely determined by the differential organization of microtubule arrays, involving distinct sets of motors and other microtubule-associated proteins, to allow transport of specific cargo and with specific directionality^1–3^. Whereas microtubules in axons are arranged in parallel bundles with almost uniform plus-end-out orientation, dendrites contain bundled microtubules with mixed polarity or predominant minus-end-out orientation, depending on the organism^3^. These differential microtubule configurations are established early during the formation of axon and dendrites^4^. However, despite these differences, dendrite growth and branching at the distal tips requires, as in axons, supply of predominantly anterograde (plus-end-out) microtubules^5^. Subsequent to their incorporation at the tips of the growing processes, microtubules become stabilized and less dynamic. Whereas in axons essentially all stable microtubules are of plus-end-out orientation, microtubule stabilization in dendrites occurs mostly in the minus-end-out microtubule population^4^. While the basic configuration of microtubules within neuronal compartments has been fairly well described, the molecular mechanisms by which these arrays are established, selectively stabilized, and maintained remain poorly understood. Indeed, most of our insight into the molecular basis of microtubule organization stems from mitotic systems.

Mitotic spindle assembly is a process of immense complexity, but extensive functional screening has identified many if not most of the important players^6–9^. Moreover, the proteomes of key structures of the microtubule cytoskeleton in cycling cells such as the centrosome or the mitotic spindle have been identified^10–14^. Extrapolating this insight into understanding microtubule organization in postmitotic cell types such as neurons is not straightforward though, since the microtubule organizing structures and the gene expression profiles in postmitotic cells differ from those in cycling cells. During neuron differentiation, for example, the centrosome gradually loses its role as microtubule organizer^15,16^ and for the majority of mitotic microtubule regulators, it is not known whether they are also present and contribute to microtubule organization in neurons. However, in recent years several so-called mitotic factors were shown to have such dual function. Examples are various motor proteins^17,18^, the nucleator γTuRC^15,16,19,20^, the microtubule branching factor augmin^15^, the spindle assembly factor TPX2^21–23^, and the kinase Aurora A^23^.

Here, we analyzed candidate microtubule regulators in cultured neurons by expression profiling and targeted RNA interference (RNAi) screening and identified the kinase NEK7 as novel regulator of dendrite morphogenesis in vitro and in vivo. NEK7 controls dendrite growth and branching as well as the formation and morphology of spines. NEK7 has been described previously as a mitotic kinase with roles in spindle assembly and mitotic progression^24,25^. It drives separation of the duplicated centrosomes at mitotic prophase, by promoting accumulation of the kinesin motor Eg5/KIF11 around centrosomes^26^, and promotes cytokinesis by regulating localization of the kinesin KIF14 to the spindle midzone in late mitosis^27^. Interestingly, we found that the role of NEK7 in neurons is at least in part also mediated by Eg5. Thus, the NEK7–Eg5 module exemplifies the recycling of mitotic microtubule regulators to carry out similar functions in postmitotic cells.

## Results

### Identification of microtubule regulators in neurons

To identify genes that may contribute to microtubule organization in neurons we took advantage of proteomic data previously obtained from cycling cells. Using information from the literature and from public databases we compiled a list of “microtubule cytoskeleton-associated” (MCA) genes (Supplementary Data 1). These genes encode proteins that in cycling cells were shown to associate with structures of the microtubule cytoskeleton including centrosomes, kinetochores, mitotic spindles, and midbodies, and/or have roles in mitotic spindle assembly and function (http://microkit.biocuckoo.org; http://centrosome.cnb.csic.es/human/centrosome)^6,7,9,10,12,14,28–30^. We then performed whole genome microarray analysis (20,398 genes including 1456 MCA genes) of cultured mouse hippocampal neurons at different stages of differentiation and maturation (0, 1, 3, 6, 12, and 15 days in vitro (DIV)) (Fig. 1a; Supplementary Data 1). 

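RNA from cultures of mouse embryo hippocampal neurons was hybridized to 12 Affymetrix Mouse Gene ST arrays, with 2 arrays at each of the 6 times (0, 1, 3, 6, 12 and 15 DIV). The methods describe the 2 arrays of a time point as independent replicas and give 20 h for the time that the results call 1 DIV. For each array, 25 ng of total RNA was amplified with a whole-transcriptome kit before labelling, for which the methods and the sample labels name different kits. The authors normalized the arrays with RMA, which corrects the background, makes the distributions of the arrays equal and gives a log2 value for each of 241576 probesets, most of them within 1 exon. From these values, the 50% of a gene's probesets with the largest interquartile range over the 12 arrays were combined by median polish, as in the methods. This gave 1 log2 value per array for each of 20416 genes, from a median of 4 probesets out of 8, and 2292 genes rested on a single probeset. The median gene value of an array lay between 7.35 and 7.57, and the mean of the 2 array medians was 0.16 higher at 15 DIV than at 0 DIV, while the median change of a gene between these times was 0.01. Across genes, which are not independent replicates, the 2 arrays of a time point correlated with an r between 0.944 at 12 DIV and 0.979 at 1 DIV. Each gene was then fitted with limma on time as a factor and replicate as a block, after the time and batch terms of the methods, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The methods combine 20 h with 2-day samples, which were not analysed here. The number of arrays limits the precision. On simulated data, the test of 15 DIV against 0 DIV among 20416 genes recovered 98.5% of 66 genes changed by 2 on the log2 scale. It recovered 21.2% of 66 genes changed by 1 and 0% of 68 genes changed by 0.5. Of the genes changed by 1, an F test over all times recovered 9.09% and a linear slope over hours 72.7%. The simulated changes were linear in hours, which is the shape that the slope fits. Few genes were changed in that simulation, which called 85 genes, against 5058 on the arrays at 15 DIV. Its Benjamini-Hochberg cut-off was therefore stricter, so these values do not give the share of changed genes found on the arrays. A gene that did not pass the test is still not shown to be unchanged.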

Cluster analysis of differentially expressed genes revealed groups of genes with similar expression profiles during the time course of neuronal culture (Fig. 1a; Supplementary Data 2). 

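The largest rises between 0 and 15 DIV were those of *Tac1* (the precursor of substance P), *Cpne7*, *Kcnj4* (an inward-rectifier potassium channel), *Vsnl1* (a neuronal calcium sensor), *Crhbp*, *Cntnap1* (an axonal adhesion protein), *Camk2a* (the alpha subunit of calcium/calmodulin-dependent kinase II), *Gda*, *C1ql2* and *Gng13*. They lay between 4.52 and 5.89 on the log2 scale, but *Gng13* rose by 2.41 with all probesets. *Camk2a* went from 7.51 ± 0.22 (SD, n = 2) at 0 DIV to 12.16 ± 0.44 (SD, n = 2) at 15 DIV, a rise of 4.65 (standard error 0.21, adjusted p = 2.49e-06 from limma). The largest falls, between -6.75 and -3.31, were those of *Hbb-b1* (a beta-globin of red blood cells), *Eomes* and *Neurog2* (transcription factors of neuronal progenitors), *Igfbpl1*, *Nhlh1* and *Nhlh2* (transcription factors of newborn neurons), *Sema3c*, *Mfap4*, *Frmd4b* and *Igf2bp1*. *Eomes* fell by 5.55 (standard error 0.26, adjusted p = 2.56e-06 from limma), from 10.69 ± 0.17 (SD, n = 2) to 5.14 ± 0.06 (SD, n = 2). *Acta2* (smooth muscle actin) was higher at 3 and 6 DIV than at the mean of 0 and 15 DIV, by 1.62 (adjusted p = 0.027 from limma). *Selenop* and *Ypel2* were lower, with differences of -1.97 (adjusted p = 0.030) and -1.39 (adjusted p = 0.013). *Chodl*, *Adgre1* and *Atp10d* were other leading genes of the first kind, and *Pcbd1*, *Tmem163* and *Cyp2d22* of the second. *Selenop*, *Ypel2*, *Chodl*, *Adgre1* and *Tmem163* passed at 15 DIV against 0 DIV under at least 1 other setting.
Against 0 DIV, limma called 157 genes higher and 57 lower at 1 DIV, 960 higher among 1248 changed genes at 3 DIV, 2009 higher and 783 lower at 6 DIV. It called 3232 higher and 1826 lower at 12 DIV, and 3337 higher and 1721 lower at 15 DIV. These comparisons share the 0 DIV arrays. With 1 array left out, the counts went as low as 1 higher and 2 lower at 1 DIV, 54 and 27 at 3 DIV, 755 and 225 at 6 DIV, and 1793 and 625 at 12 DIV. Without the replicate block they were 52 and 12 at 1 DIV, 447 and 114 at 3 DIV, and 1258 and 444 at 6 DIV. Higher genes were 66.0% of the calls at 15 DIV, 49.2% with each array centred on its median and 48.6% after quantile normalization of the gene values. A linear slope over hours in culture passed in limma for 3551 rising and 2560 falling genes. Over the whole time course 4477 genes (21.9%) passed the F test of limma, of which 56.2% were higher and 28.7% lower at 15 DIV, and 107 (2.39%) had a transient change with no difference past the threshold at 15 DIV. Clustered by complete linkage on Pearson correlation into 20 groups, as in the methods, 2091 of these genes (46.7%) fell into a group lowest at 0 DIV and highest at 15 DIV that held *Snap25*, *Ncam2*, *Nek7*, *Ccne1* and *Map7*. The next group, of 687 genes with *Top2b* and *Nasp*, was highest at 1 DIV and lowest at 15 DIV. With all probesets of a gene in its value, the largest group held 27.8% of the genes. Without replicate 1 at 15 DIV, limma called 2008 genes higher and 598 lower at 15 DIV, and without replicate 2 at 6 DIV it called 0 transient genes (2042 for the transient contrast at an unadjusted p under 0.05). Leaving out any other array except replicate 2 at 3 DIV also moved the count of 107 by over 1.5 times, to between 6 and 218.

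**Figure D1:**
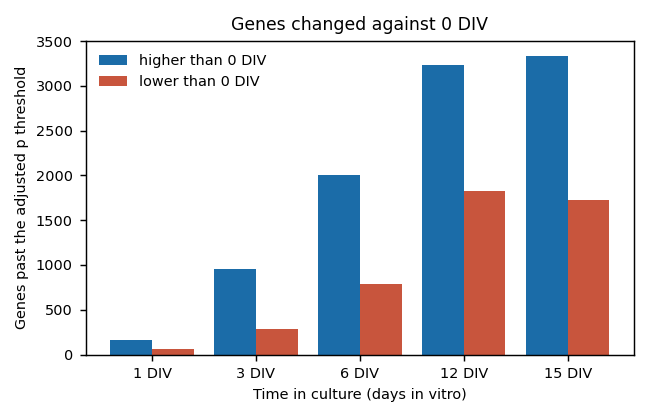
Number of genes called higher (blue) and lower (red) than at 0 DIV by limma at an adjusted p under 0.05, by time in culture. Higher genes go from 157 at 1 DIV to 3337 at 15 DIV and lower genes from 57 to 1721, with 1826 lower at 12 DIV. With 1 array left out, as few as 1 higher and 2 lower were called at 1 DIV.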

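Genes of tubulins, motors and the centrosome held both rises and falls between 0 and 15 DIV, and many did not pass the test. The direction was not compared between these groups by a test. Of 21 genes of the centrosome and its surrounding material, 14 fell (14 when adjusted over the list alone, where 1 also rose), with *Cenpj*, needed for centriole growth, by 2.10 (standard error 0.24, adjusted p = 1.57e-04 from limma), and *Cep70*, *Akap9* and *Cspp1* by 1.83, 1.43 and 1.34. *Odf2* had a difference of 0.59 (adjusted p = 0.072), which passed with all probesets (0.023), with an intensity trend (0.030), without the third of genes with the lowest signal (0.043), without replicate 2 at 0 DIV (0.024) and without replicate 1 at 12 DIV (0.038). Of 18 kinesins of intracellular transport, 8 rose and 3 fell (10 and 3 when adjusted over the list alone). *Kifc2* rose by 2.80 (standard error 0.27, adjusted p = 5.72e-05) and *Kif17*, a motor of dendritic transport, by 2.23, while *Kif13b* fell by 0.91 (adjusted p = 0.011). Its call ended without replicate 2 at 0 DIV (0.057), replicate 1 at 15 DIV (0.077) or replicate 2 at 15 DIV (0.063). Of 18 subunits of dynein and dynactin, 4 rose (4 when adjusted over the list alone), led by *Dynlt3* with a rise of 2.22 (standard error 0.29, adjusted p = 3.12e-04).
Of 14 tubulin isotypes, 4 rose and 1 fell (4 and 2 when adjusted over the list alone). *Tuba4a* rose by 3.84 (standard error 0.25, adjusted p = 8.33e-06) and *Tuba8* by 2.08, and *Tuba1c* fell by 2.45 (standard error 0.26, adjusted p = 1.03e-04; with all probesets it fell by 1.18). Of 32 structural and neuronal microtubule-associated proteins, 7 rose and 4 fell (8 and 4 when adjusted over the list alone), among them *Map1a* with a rise of 2.51, *Map7d2* with a rise of 2.32 and *Numa1* with a fall of -1.07. By camera with a preset correlation, the centrosome list was lower than other genes (adjusted p = 4.86e-06) and the transport kinesin list higher (adjusted p = 0.012, but 0.055 after quantile normalization of the gene values and 0.071 without the third of genes with the lowest signal). Each of these lists had an adjusted p = 0.25 with an estimated correlation. The dynein, tubulin and microtubule-associated protein lists did not pass, with an adjusted p of 0.088 (0.034 with all probesets of a gene), 0.52 and 0.33.
In the parts of Supplementary Data 1 and 2 used here (1255 of 20396 genes and 1882 of 4724 genes), 231 genes are marked as MCA, and 217 of them were measured. Of these, 104 were higher at 15 DIV than at 0 DIV, 83 were lower and 30 did not pass the test of limma. Supplementary Data 2 holds genes that the study called on these samples, and of the 101 measured MCA genes from the part of Supplementary Data 1 used here 99 passed the F test, so these counts are not independent evidence of a direction. Higher and lower genes numbered 99 and 95 with each array centred on its median, and 101 and 94 after quantile normalization of the gene values. Without replicate 1 at 15 DIV 42 of the 217 were lower, and without replicate 1 at 0 DIV 48.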

Of a total of 377 differentially expressed MCA genes, 173 (~46%) were overall downregulated (Fig. 1a; Supplementary Data 2; clusters 1, 4, 6, 7, 8), 182 (~48%) were upregulated (Fig. 1a; Supplementary Data 2; clusters 2, 3, 9, 11, 12, 14), and 22 (~6%) showed transient changes in expression (Fig.1a; Supplementary Data 2; clusters 5, 10, 15, 16, 17, 18, 19). We then identified various marker genes and confirmed that they displayed the expected expression profiles. For example, we observed downregulation of genes with known roles in proliferating cells such as DNA topoisomerase *Top2b* or the chromatin assembly factor *Nasp* (Fig. 1a, cluster 4; Supplementary Data 2), and upregulation of genes with important functions in postmitotic neurons such as *Snap25*, encoding a SNARE protein regulating neurotransmitter release, or the brain-specific cell adhesion molecule *Ncam2* (Fig. 1a, cluster 2; Supplementary Data 2), similar to what was observed in a previous study^31^. 

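*Top2b* fell by 1.17 (standard error 0.20, adjusted p = 0.0017 from limma), from 10.04 ± 0.24 (SD, n = 2) at 0 DIV to 8.87 ± 0.15 (SD, n = 2) at 15 DIV. *Nasp* fell from 10.64 ± 0.22 (SD, n = 2) to 9.54 ± 0.08 (SD, n = 2) in limma (standard error of the difference 0.20, adjusted p = 0.0025), but had an adjusted p of 0.067 without replicate 1 at 15 DIV. *Snap25* rose by 1.87 (standard error 0.17, adjusted p = 3.82e-05), from 9.90 ± 0.13 (SD, n = 2) to 11.76 ± 0.11 (SD, n = 2), and *Ncam2* by 1.70 (standard error 0.26, adjusted p = 8.76e-04). All 4 genes moved the same way in both replicates. With all probesets the difference was -0.95 for *Top2b*, -1.02 for *Nasp* and 1.28 for *Snap25*.
Of 18 chromatin and DNA replication factors that include *Top2b* and *Nasp*, 10 fell and 1 rose (12 and 1 when adjusted over the list alone). The histone methyltransferase gene *Ezh2* fell by 2.01 (adjusted p = 4.83e-05) and the histone deacetylase gene *Hdac2* by 1.02, and *Rbbp7* rose by 0.73 (adjusted p = 0.031). The call of *Rbbp7* ended after quantile normalization (0.15), with centring (0.079) and without any 1 of 6 arrays, with up to 0.19 without replicate 2 at 15 DIV. Of 29 genes of S phase and mitosis, 3 fell (2 when adjusted over the list alone), and 26 did not pass the test, with a median of -0.43 over the list. The replication helicase gene *Mcm7* fell by 1.15 (adjusted p = 0.0033), and the ribonucleotide reductase gene *Rrm2* had a difference of 0.17 (adjusted p = 0.72).
Of 21 genes of synaptic vesicles and release, 20 rose (20 when adjusted over the list alone), among them *Sv2b*, a vesicle protein, by 4.16 (adjusted p = 1.30e-05), and *Slc17a7*, a vesicular glutamate transporter, by 2.96. Of 24 genes of the postsynaptic density and spines, 17 rose (19 when adjusted over the list alone), among them *Nrgn* by 3.84, *Itpka* by 3.71 and the NMDA receptor subunit gene *Grin2a* by 3.28. The AMPA receptor subunit gene *Gria2* had a difference of -0.22 (adjusted p = 0.51). Of 17 voltage-gated channels, 11 rose and 1 fell (13 and 1 when adjusted over the list alone), with *Hcn2* 2.96 and *Kcna1* 2.40 higher. *Scn3a* was the sodium channel gene that fell, at -0.88 (adjusted p = 0.017). The call of *Scn3a* ended without any 1 of 6 arrays, with up to 0.43 without replicate 1 at 15 DIV.
Of 23 genes of immature neurons and neurite outgrowth, 8 fell and 1 rose (10 and 1 when adjusted over the list alone). *Sox11* fell by 2.42 (adjusted p = 1.75e-05) and *Cntn2* by 2.52, and *Nnat* rose by 0.75 (adjusted p = 0.034). The call of *Nnat* ended under most settings tried, with an adjusted p of up to 0.70 without the replicate block. Of 18 genes of neural progenitors, 10 fell (10 when adjusted over the list alone), among them *Pax6* by 2.11 (adjusted p = 2.38e-04) and *Tnc* by 2.69. Of 14 genes of glutamatergic neuron identity, 9 fell and 2 rose (9 and 3 when adjusted over the list alone). The transcription factor genes *Prox1*, *Tbr1* and *Neurod1* fell by 2.28, 2.13 and 1.99, and the genes that rose were *Slc17a7* and *Camk4*.
All 8 lists passed the camera test with a preset correlation. The adjusted p was 4.86e-06 for chromatin (0.22 with an estimated correlation), 4.61e-04 for S phase and mitosis (0.64), 1.93e-14 for synaptic vesicles (0.060), 9.44e-10 for the postsynaptic density (0.060), 4.86e-06 for channels (0.22), 1.02e-05 for immature neurons (0.17), 8.17e-06 for progenitors (0.14) and 0.0021 for glutamatergic identity (0.25), each value in parentheses being the adjusted p with an estimated correlation. Without replicate 1 at 15 DIV, the S phase and mitosis list had a median of -0.05 and an adjusted p of 0.21.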

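Markers of other cells of the brain moved over the same days. Of 16 astrocyte genes, 11 rose (13 when adjusted over the list alone), among them the water channel gene *Aqp4* by 3.99 (standard error 0.46, adjusted p = 1.57e-04 from limma), *Aldh1l1* by 3.39 and *Apoe* by 3.04. With all probesets, *Aqp4* rose by 0.85 (adjusted p = 0.030). Of 13 genes of the oligodendrocyte lineage, 9 rose (9 when adjusted over the list alone, where 1 also fell), among them the precursor markers *Pdgfra* by 4.18 (standard error 0.47, adjusted p = 1.22e-04), *Olig1* by 3.34 and *Sox10* by 1.77. The myelin gene *Mobp* had a difference of -0.61 (adjusted p = 0.10, but 0.036 without replicate 2 at 12 DIV). Of 14 genes of GABAergic interneurons, 9 rose and 2 fell (9 and 3 when adjusted over the list alone). The neuropeptide gene *Sst* rose by 2.65, *Gad1*, which makes GABA, by 2.44 and *Calb2* by 2.31. *Dlx1*, a transcription factor gene of interneuron precursors, fell by 0.97 (adjusted p = 0.0044). The call of *Dlx1* ended without the replicate block (0.098) and without any 1 of 5 arrays, with up to 0.41 without replicate 1 at 0 DIV. Its difference was then -0.36, and -0.41 without replicate 1 at 1 DIV or replicate 2 at 12 DIV.
Of 16 microglia genes, 10 fell (10 when adjusted over the list alone, where 1 also rose), among them *Cx3cr1* by 2.60, *Ctss* by 2.31 and *Tyrobp* by 2.24. *Cd68* had a difference of 1.54 (adjusted p = 0.074), which passed without the third of genes with the lowest signal (0.049) and without replicate 2 at 15 DIV (difference 2.65, adjusted p = 0.0069). Of 15 genes of endothelial and mural cells, 12 fell (13 when adjusted over the list alone), among them *Rgs5* by 2.81 and *Cdh5* by 1.31, and 10 of them were already lower at 3 DIV. Of 5 measured erythroid genes, 3 fell (3 when adjusted over the list alone), among them *Hbb-y* by 1.73 (adjusted p = 0.0016). Without replicate 2 at 1 DIV, *Hbb-y* had a difference of -0.67 (adjusted p = 0.060). Of 12 genes of fibroblasts and meninges, 2 rose and 2 fell (2 and 2 when adjusted over the list alone), with *Dcn* higher by 2.30 and *Igf2* lower by -1.56 (adjusted p = 0.0076, but 0.10 without replicate 1 at 0 DIV or replicate 2 at 15 DIV).
By camera with a preset correlation, the astrocyte list was higher than other genes (adjusted p = 8.80e-07, and 0.25 with an estimated correlation), as were the oligodendrocyte lineage list (3.11e-04, and 0.14 with an estimated correlation) and the interneuron list (0.013, and 0.22 with an estimated correlation). The interneuron list did not pass without the third of genes with the lowest signal (adjusted p = 0.15). The microglia (8.52e-05), endothelial (1.65e-07) and erythroid (0.0033) lists were lower, with an adjusted p = 0.22, 0.14 and 0.14 with an estimated correlation, and the fibroblast list did not pass (adjusted p = 0.53), with a median of -0.17 and a mean of 0.03. The mean of the astrocyte list at 15 DIV lay 2.29 above that of the 0 DIV array of the same replicate in replicate 1 and 1.44 above it in replicate 2.

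**Figure D2:**
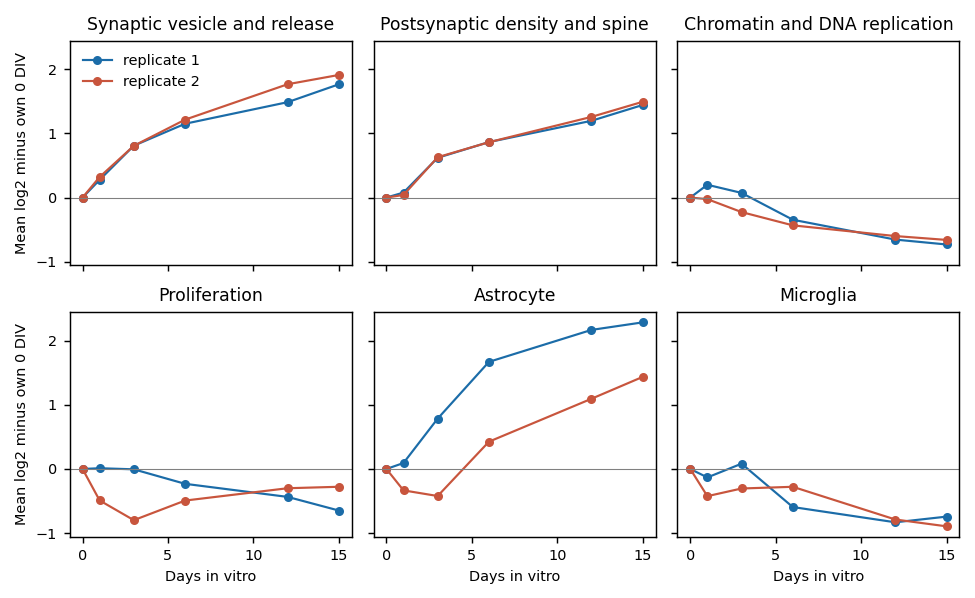
Mean log2 value of the genes of 6 lists on each array, minus the mean on the 0 DIV array of the same replicate, by days in vitro (replicate 1 in blue, replicate 2 in red, 1 array per point). At 15 DIV the synaptic vesicle list lies 1.77 and 1.91 above 0 DIV in replicates 1 and 2, and the astrocyte list of replicate 1 lies above that of replicate 2 from 1 DIV on.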

Among the differentially expressed MCA genes, only upregulated genes were considered as candidates for further analysis.

**Fig. 1:**
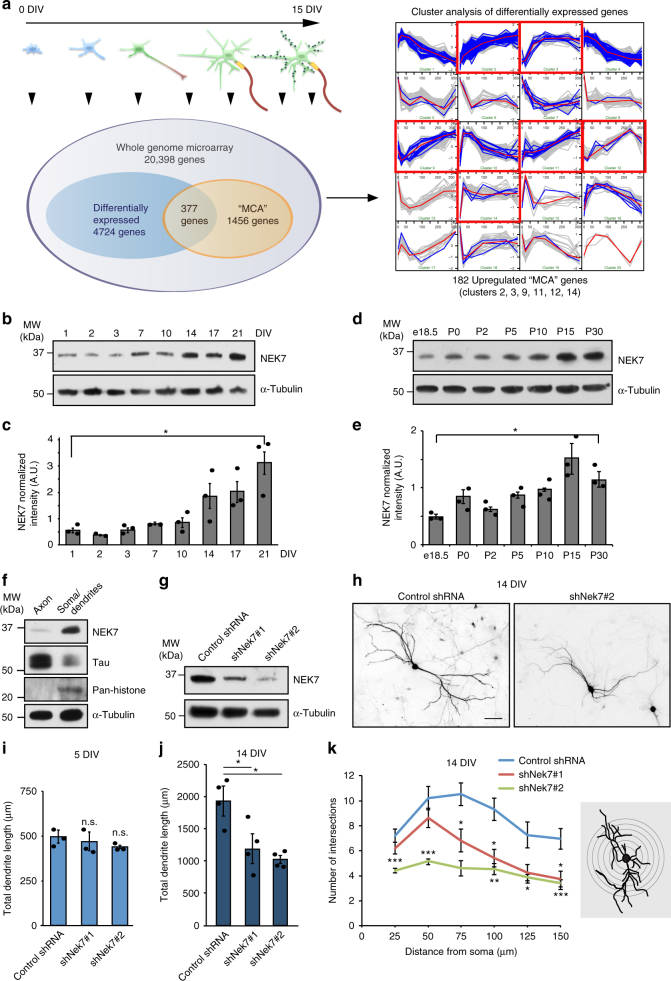
Identification of NEK7 as regulator of dendrite length and branching. **a** (Left) Cultured neurons at the depicted stages were subjected to microarray analysis (black arrowheads indicate sampling time points). Of the 1456 microtubule cytoskeleton-associated (MCA) genes, 377 were differentially expressed. (Right) Cluster analysis of differentially expressed genes. Expression profiles of non-MCA and MCA genes are depicted in gray and blue, respectively. Mean expression profiles are shown in red. Red boxes highlight overall upregulated clusters. **b** Hippocampal culture lysates from 1 to 21 DIV were immunoblotted against NEK7, and α-tubulin as loading control. **c** Quantification of NEK7 levels in western blots as in (**b**), normalized to α-tubulin; *n* = 3 independent hippocampal cultures. *P < 0.05 by two-tailed *t*-test. **d** Mouse cortex homogenates obtained at the indicated stages were immunoblotted against NEK7 and α-tubulin as loading control. **e** Quantification of NEK7 levels in western blots as in (**d**), normalized to α-tubulin; *n* = 3 independent homogenates. *P < 0.05 by two-tailed *t*-test. **f** Lysates of somato-dendritic and axonal compartments of hippocampal neurons at 9 DIV were immunoblotted against NEK7, Tau, and pan-histone, using α-tubulin as loading control. **g** One DIV neurons infected with control and *Nek7* shRNA virus were lysed at 5 DIV and immunoblotted against NEK7. α-Tubulin served as loading control. **h** GFP-expressing control and NEK7-depleted neurons, transfected at 7 DIV were fixed at 14 DIV and stained with anti-GFP antibody. Scale bar, 50 μm. **i** Quantification of total dendrite length in control and NEK7-depleted neurons transfected at 1 DIV and analyzed at 5 DIV; *n* = 3 independent experiments. Total number of neurons analyzed: 90 (Control), 83 (shNek7#1), and 63 (shNek7#2); n.s. non-significant by two-tailed *t*-test. **j** Quantification of total dendrite length in 14 DIV neurons as in (**h**); *n* = 4 independent experiments. Total number of neurons: 35 (Control), 25 (shNek7 #1), and 28 (shNek7#2), *P < 0.05, **P < 0.01, ***P < 0.001 by two-tailed *t*-test. **k** Sholl analysis of 14 DIV neurons as in (**h**), schematic representation on the right. Mean number of intersections are plotted. Statistics as in (**j**). Error bars: s.e.m. Columns in all graphs show means and dot overlays individual data points

To evaluate the validity of the microarray results we performed quantitative real-time PCR (qRT-PCR) analysis on a subset of upregulated candidates and, as controls, also on some genes that did not display differential expression. Candidates were short-listed based on evidence from previous studies supporting their physical and/or functional association with the microtubule cytoskeleton. Further, we only included candidates that had not been suggested previously to have a role in neurons. Indeed, when we compared expression changes between 0 DIV and 15 DIV, the qRT-PCR result was overall very consistent with the microarray data (Supplementary Fig. 1a, b).

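On the arrays, the 8 short-listed genes of Supplementary Fig. 1a rose between 0 and 15 DIV, and the 7 control genes did not pass the test of limma. The changes of the short-listed genes went from 0.63 for *Nek10*, a NIMA-related kinase gene, to 2.72 for *Map7*, and both replicates had the same direction for each of the 8. *Tacc1*, whose product binds a microtubule polymerase in dividing cells, rose 2.82-fold (standard error 0.20 on the log2 scale, adjusted p = 4.30e-04). *Eml2*, a microtubule-associated protein gene, rose by 1.64 (standard error 0.18, adjusted p = 1.09e-04), and *Pde4dip*, which encodes a centrosome and Golgi protein, by 1.45 (standard error 0.20, adjusted p = 4.28e-04). *Zwint*, which encodes a kinetochore protein, rose by 1.77 (standard error 0.24, adjusted p = 4.28e-04), with 2.30 in replicate 1 and 1.24 in replicate 2. With all probesets, *Tacc1* rose by 1.25 on the log2 scale, *Eml2* by 1.34, *Pde4dip* by 1.00 and *Zwint* by 1.36.
Among the control genes, *Nek9*, a NIMA-related kinase gene, had a difference of -0.42 (95% confidence interval -0.85 to 0.02), *Bub3*, a spindle checkpoint gene, of -0.01 (-0.44 to 0.43), *Ska3*, a kinetochore gene, of 0.07 (-0.97 to 1.11). *Cdca8*, which encodes a subunit of the chromosomal passenger complex, had a difference of -0.73 (-1.45 to -0.01) and *Mzt2* (GCP8 in the paper's figure), a component of the gamma-tubulin ring complex, of 0.37 (-0.08 to 0.81). Of the 7 control genes, 0 passed in limma after adjustment over all genes or over the list alone, and 1 had an unadjusted p under 0.05. All 8 short-listed genes passed when adjusted over the list alone, and as a list they were higher than other genes by camera with a preset correlation (adjusted p = 1.71e-06). With an estimated correlation this was adjusted p = 0.14, and the control list did not pass (0.37 with the preset correlation). The study chose both lists on these samples, so the counts are not independent evidence.
The call of *Nek10* (adjusted p = 0.024) ended with all probesets of the gene (difference 0.29, adjusted p = 0.14), with each array centred on its median (0.076), with an intensity trend in the variance (0.056) and without the replicate block (0.065). It also ended without any 1 of 8 arrays, with up to 0.25 without replicate 2 at 15 DIV. *Nek9* and *Cdca8* were lower after quantile normalization of the gene values (adjusted p = 0.018 and 0.032), and *Nek9* also with each array centred on its median (0.043) and without replicate 1 at 12 DIV (0.0496).

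**Figure D3:**
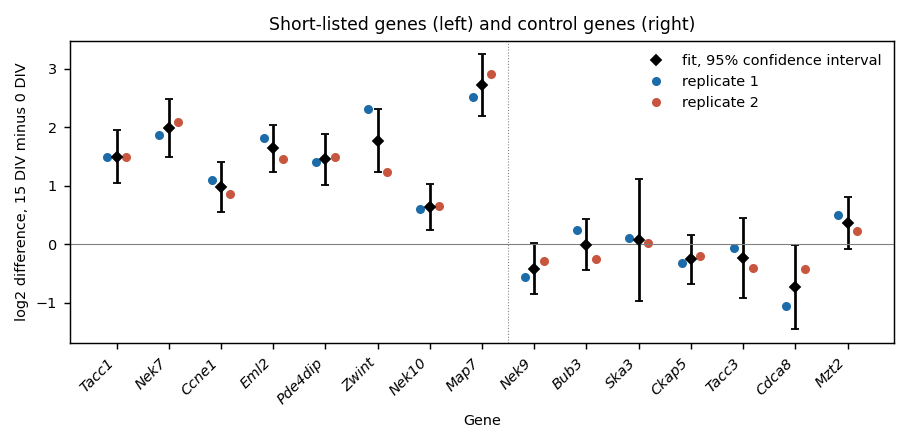
Difference in log2 value between 15 and 0 DIV for the 8 short-listed genes (left of the dotted line) and the 7 control genes (right). Black diamonds with bars are the fitted difference with its 95% confidence interval, and coloured points the difference within replicate 1 (blue) and replicate 2 (red). The intervals of the short-listed genes lie above 0, and that of *Cdca8* ends at -0.01.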

We then performed RNAi screening on selected candidates in cultured mouse hippocampal neurons, scoring for any morphological defects during neuron differentiation, which led to the identification of *Nek7*. Western blotting confirmed that NEK7 protein was present in cultured neurons from 0 to 21 DIV, displaying upregulation at late stages (Fig. 1b, c) and in extracts of mouse cortex throughout development (e18.5 to P30) with increased expression at P15/P30 compared to earlier stages (Fig. 1d, e). These results are in agreement with our microarray and qRT-PCR data and with previous in situ hybridization results that detected *Nek7* expression in the brain^32^.

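*Nek7* transcript was measured at every time and was higher from 6 DIV on. Its log2 value was 7.68 ± 0.15 (SD, n = 2) at 0 DIV, 7.71 ± 0.13 (SD, n = 2) at 1 DIV, 8.23 ± 0.55 (SD, n = 2) at 3 DIV, 8.85 ± 0.24 (SD, n = 2) at 6 DIV, 9.51 ± 0.09 (SD, n = 2) at 12 DIV and 9.66 ± 0.00 (SD, n = 2) at 15 DIV. The rise from 0 to 15 DIV was 1.98 (95% confidence interval 1.48 to 2.48, standard error 0.22, adjusted p = 1.32e-04 from limma), or 3.95-fold, with 1.87 in replicate 1 and 2.09 in replicate 2. *Nek7* was higher than at 0 DIV at 6 DIV (by 1.18, adjusted p = 0.0063) and at 12 DIV (by 1.83, adjusted p = 2.40e-04), whereas the differences of 0.04 at 1 DIV and 0.55 at 3 DIV did not pass (adjusted p = 0.95 and 0.17). At 3 DIV the replicates stood apart, at 8.62 in replicate 1 and 7.84 in replicate 2. All 12 probesets of *Nek7* on the array were higher at 15 DIV in both replicates, by 1.19 to 2.80 on average, with a median of 1.86, and 6 of them entered the gene value. Astrocyte and oligodendrocyte precursor markers, such as *Aqp4* and *Pdgfra*, rose over the same days.

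**Figure D4:**
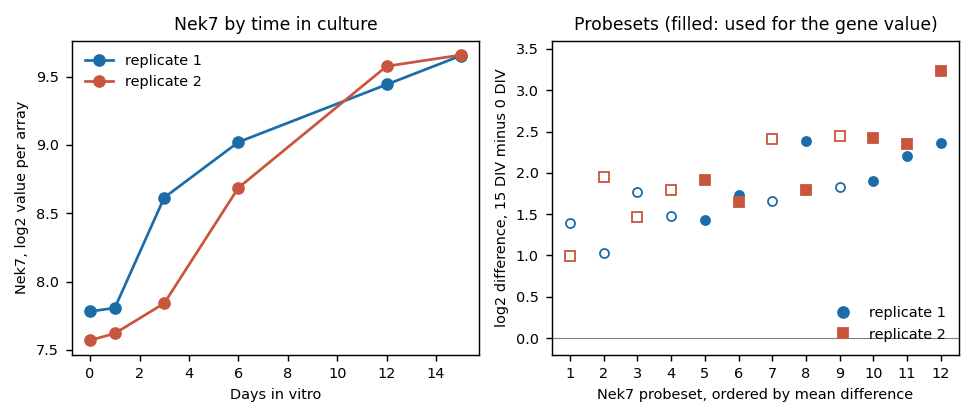
Left, log2 value of *Nek7* on each array by days in vitro (replicate 1 in blue, replicate 2 in red). Right, log2 difference between 15 and 0 DIV for each of the 12 *Nek7* probesets in each replicate, ordered by their mean, with filled symbols for the 6 used. Every probeset lies above 0 in both replicates, and the arrays reach 9.65 and 9.66 at 15 DIV.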

### Knockdown of NEK7 reveals roles in dendrite morphogenesis

For the functional analysis in neurons we identified small hairpin RNAs (shRNAs) that allowed efficient depletion of NEK7 as determined by western blotting (Fig. 1g). We then transfected shRNA plasmids together with a plasmid expressing enhanced green fluorescent protein (EGFP) into hippocampal neurons either at 1 DIV or at 7 DIV and fixed at 5 DIV or 14 DIV, respectively. The integrity of the neuronal microtubule cytoskeleton is crucial for axonal and dendritic growth^15,16,19^. Thus, as readout for potential alterations in the microtubule cytoskeleton, we traced the morphology of GFP-positive neurons in combination with microtubule-associated protein-2 (MAP2) staining and quantified total lengths of axon (GFP-positive/MAP2-negative) and dendrites (GFP-positive/MAP2-positive). In NEK7-depleted neurons at 5 DIV, there was no significant difference in total dendrite length but a slight increase in axon length compared to controls (Fig. 1i; Supplementary Fig. 1c, e). The strongest phenotype, however, was observed at later stages, when NEK7 levels are increased. Surprisingly, at 14 DIV, NEK7 depletion did not affect axon length as in earlier stages, but resulted in an ~40–50% reduction in total dendrite length, suggesting that NEK7 has a specific and important role in dendrites of more mature neurons (Fig. 1h, j; Supplementary Fig. 1d). Indeed, dendritic arborization was also strongly reduced in NEK7-depleted neurons compared to controls (Fig. 1h, k). In agreement with this finding, probing of axonal and somato-dendritic cellular fractions from neurons at 9 DIV with NEK7 antibodies revealed an enrichment of NEK7 in the somato-dendritic compartment (Fig. 1f). To further corroborate that NEK7 did not affect dendrite length and arborization at earlier stages, we trypsinized and replated neurons previously transfected with *Nek7* shRNA from 2 to 5 DIV, which allowed the study of early neurite outgrowth under conditions of extended NEK7 depletion. Confirming our previous experiment, 2 days after replating we observed a slight increase in total axon length compared to controls, whereas there was no effect on dendrite length (Supplementary Fig. 1f, g). Altogether, our results suggest that a major role of NEK7 in neurons is the regulation of dendrite growth and arborization at later stages of differentiation.

Since in cycling cells NEK7 forms a signaling module with the highly similar NEK6 and the activating kinase NEK9^33^, we asked whether these two kinases participate in the regulation of dendrite morphogenesis. While NEK9 expression in hippocampal neurons was relatively constant throughout differentiation, NEK6 expression was increased between 7 and 10 DIV (Supplementary Fig. 2a). Importantly, levels of NEK6 or NEK9 were not affected by depletion of NEK7, and NEK7 levels were not affected by depletion of NEK6 or NEK9 (Supplementary Fig. 2b). Neurons were then transfected with these knockdown constructs at 7 DIV, and analyzed for total dendrite length at 14 DIV. Neither depletion of NEK6 nor depletion of NEK9 had any significant effect on dendrite length (Supplementary Fig. 2c), suggesting that NEK7 controls dendrite length independently of these kinases.

### Dendrite morphogenesis requires NEK7 kinase activity

To address whether the regulation of dendrite length required NEK7 kinase activity, we generated shRNA-resistant versions of FLAG-tagged wild-type NEK7 and catalytically inactive NEK7 D179A^34^ (Supplementary Fig. 2f, g). Neurons were transfected at 7 DIV and analyzed for dendrite length and branching at 14 DIV. As expected, FLAG-NEK7 but not FLAG-GFP was able to rescue the reduced dendrite length caused by NEK7 depletion (Fig. 2a, b). However, the decrease in dendrite length was not rescued by the FLAG-NEK7 D179A mutant, indicating that rescue required NEK7 kinase activity (Fig. 2a, b). Similarly, only wild-type FLAG-NEK7 but not the FLAG-NEK7 D179A mutant rescued the reduced complexity of the dendritic arbors in NEK7-depleted neurons (Fig. 2a, c). Interestingly, whereas overexpression of wild-type FLAG-NEK7 or a constitutively active NEK7 Y97A mutant (mutant in the autoinhibitory residue Y97)^35^ did not alter dendrite length, expression of the inactive FLAG-NEK7 D179A mutant slightly decreased dendrite length (~2200 µm compared to ~2600 μm in control cells; Supplementary Fig. 2h), consistent with a dominant-negative effect. Indeed, a similar mutant (NEK7 D179N) was previously reported to exert a dominant-negative effect in cycling cells, in that context potentially by sequestering NEK9, the kinase that activates NEK7 in mitosis^34^.

**Fig. 2:**
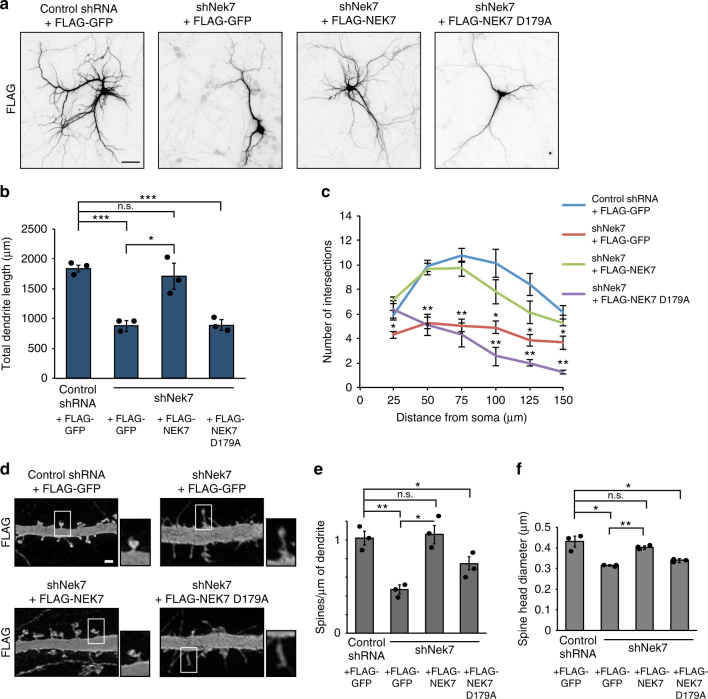
NEK7 kinase activity is required for dendrite and spine morphogenesis. **a** Fourteen DIV neurons, co-transfected at 7 DIV with control or *Nek7* shRNA and with plasmid expressing FLAG-tagged GFP, NEK7, or NEK7 D179A kinase-dead mutant were fixed and stained with anti-FLAG antibody. Scale bar, 50 μm. **b** Quantification of the total dendrite length in 14 DIV neurons in the conditions shown in (**a**); *n* = 3 independent experiments. Total number of neurons: 42 (Control), 33 (Nek7 depleted), 28 (rescue with WT Nek7), and 30 (rescue with Nek7 D179A). *P < 0.05, **P < 0.01, ***P < 0.001, by two-tailed *t*-test. **c** Sholl analysis of 14 DIV neurons in the conditions shown in (**a**). Mean number of intersections are plotted. Statistics as in (**b**). **d** Representative confocal images of dendritic spines in primary dendrites of anti-FLAG-stained neurons as in (**a**). Scale bar, 1 μm. **e** Quantification of the density of spines as in (**d**); *n* = 3 independent experiments, total of 20 to 25 neurons per condition, total number of spines analyzed per condition 366 < *n* < 893. n.s. non-significant, *P < 0.05, **P < 0.01 by two-tailed *t*-test. **f** Quantification of head diameter of spines as in (**d**). Statistics as in (**e**). Error bars: s.e.m.

Considering the importance of the dendritic compartment in receiving synaptic input, we also analyzed whether NEK7 depletion affected the number and morphology of spines, small post-synaptic protrusions that receive excitatory input. Imaging of neurons at 14 DIV showed that NEK7 depletion caused a decrease in spine density by ~50% in the principal dendrite compared to controls, which was fully rescued by co-expression of FLAG-NEK7 but only partially by the kinase-dead mutant NEK7 D179A (Fig. 2d, e). NEK7 depletion also affected spine morphology: mushroom-shaped spines were rare and most had filopodia-like appearance (spine head diameter 0.32 μm compared to 0.43 µm in controls) (Fig. 2d, f). The spine defects were rescued by co-expression of FLAG-NEK7 but not FLAG-NEK7 D179A (Fig. 2d–f). We also analyzed spines in neurons depleted of NEK6 or NEK9, but could not detect any defects (Supplementary Fig. 2d, e). Together, the results indicate that NEK7 kinase activity is required for morphological differentiation of dendrites at multiple levels including formation and morphogenesis of spines.

### Eg5 inhibition phenocopies NEK7 depletion in mature neurons

A known substrate of NEK7 in cycling cells is the kinesin Eg5/KIF11^26^. Since several previous studies have also implicated Eg5 in axon and dendrite growth in neurons^17,22,36^, we speculated that NEK7 might control dendrite and spine morphogenesis through Eg5. Consistently, Eg5 expression peaked between 7 and 10 DIV, a period that corresponds to dendritic maturation^37^, and Eg5 was enriched in the somato-dendritic compartment of 9 DIV neurons (Supplementary Fig. 3a, h).

If Eg5 was the effector downstream of NEK7 we expected Eg5 inhibition to phenocopy the effects of NEK7 depletion. To test this we treated EGFP-transfected neurons with the Eg5 inhibitors monastrol or S-trityl-L-cysteine (STLC) at 7 DIV and then fixed and immunostained cells at 14 DIV. Using EGFP as morphological marker, we first measured total dendrite length and branching. In agreement with previous reports^36^, treatment with monastrol or STLC significantly decreased total dendrite length (1067 μm and 1208 μm, respectively, compared to 1757 μm in control neurons) (Supplementary Fig. 3b, c). This effect was specific to Eg5 inhibition since it was also observed in cells depleted of Eg5 by shRNA (Supplementary Fig. 3i, j). Both inhibitors also reduced dendrite branching (Supplementary Fig. 3b, d). While in Eg5-inhibited cells the overall spine density was reduced (0.93 spines/μm compared to 1.31 spines/μm in control cells), spine head morphology was not affected (Supplementary Fig. 3e–g). In summary, the defects in dendrite length and arborization after inhibition of Eg5 were similar to those caused by depletion of NEK7, but spine defects were less pronounced.

### An Eg5 phospho-mimetic mutant rescues NEK7 depletion defects

In human mitotic cells NEK7 phosphorylates Eg5 at S1033^26^. We asked whether phosphorylation of Eg5 had any role in dendrite morphogenesis and could be linked to the NEK7-depletion phenotypes. Neurons at 7 DIV were infected with shRNA to deplete NEK7 and co-transfected with plasmid expressing FLAG-EGFP, FLAG-tagged human wild-type Eg5, phospho-null (S1033A) Eg5 mutant, or phospho-mimetic (S1033D) Eg5 mutant (Fig. 3a). As expected, NEK7 shRNA decreased total dendrite length (1051 μm compared to 1884 μm in control cells) in neurons that co-expressed FLAG-EGFP as control (Fig. 3b, c). Strikingly, this defect was fully rescued by co-expressing the phospho-mimetic S1033D Eg5 mutant (2036 μm dendrite length), but not by wild-type Eg5 or the S1033A mutant (1160 µm and 1439 µm dendrite length, respectively) (Fig. 3b, c). Similarly, only the S1033D phospho-mimetic Eg5 mutant was able to rescue the dendrite branching defect (Fig. 3b, d). We also analyzed dendritic spines in the same conditions, and found that the decreased spine density in NEK7-depleted cells (0.50 spines/μm compared to 1.01 spines/μm in non-depleted cells) was only partially rescued by the S1033D mutant (0.80 spines/μm), while co-expression of wild-type Eg5 or the S1033A Eg5 mutant had no effect (0.54 and 0.59 spines/μm, respectively) (Fig. 3e, f). Together, these results support the model that NEK7 controls dendrite morphogenesis through phosphorylation of Eg5.

**Fig. 3:**
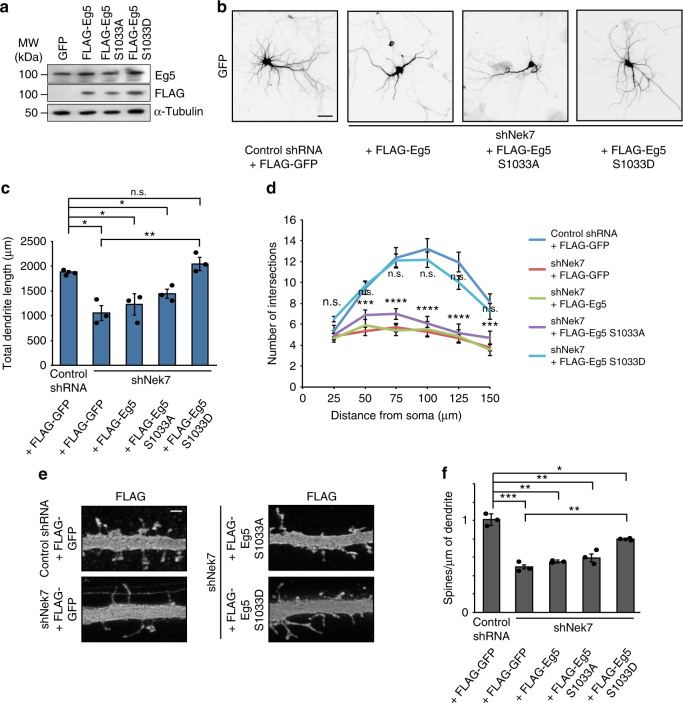
Expression of a phospho-mimetic mutant of Eg5 rescues defects in NEK7-depleted neurons. **a** Extracts from 14 DIV neurons infected at 7 DIV with lentivirus containing pLL3.7 plasmids that express either GFP, FLAG-Eg5 wild-type, or S1033 mutants. Lysates were probed with Eg5 and FLAG antibodies by western blotting. α-Tubulin was used as loading control. **b** Neurons, infected at 7 DIV with control or *Nek7* shRNA virus, and co-transfected with FLAG-GFP or FLAG-Eg5 (wild type or mutants as indicated) and GFP plasmid, were fixed at 14 DIV and co-stained with GFP antibody (shown in the figure) and with FLAG antibody (for selecting cells with simillar levels of FLAG-Eg5 expression). Scale bar, 50 μm. **c** Quantification of total dendrite length in 14 DIV neurons as in (**b**). **d** Sholl analysis of 14 DIV neurons as in (**b**). Mean number of intersections are plotted; *n* = 3 independent experiments. Total number of neurons: 30 (shControl+FLAG-GFP), 33 (shNek7+FLAG-GFP), 27 (shNek7+FLAG-Eg5), 22 (shNek7+FLAG-Eg5 S1033A), and 24 (shNek7+FLAG-Eg5 S1033D); n.s. non-significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by two-tailed *t*-test. **e** Representative images of dendritic spines in primary dendrites of anti-GFP-stained neurons as in (**b**). Scale bar, 1 μm. **f** Quantification of the density of dendritic spines as in (**d**); *n* = 3 independent experiments, total of 11 to 17 neurons per condition, total number of spines analyzed per condition 292 < *n* < 667. *P < 0.05, **P < 0.01, ***P < 0.001 by two-tailed *t*-test. Error bars: s.e.m. Columns in all graphs show means and dot overlays individual data points

### NEK7 promotes Eg5 accumulation in distal dendrites

In mitotic prophase NEK7-dependent S1033 phosphorylation promotes Eg5 accumulation on microtubules around centrosomes^26^. To investigate whether phosphorylation also affected Eg5 distribution in neurons, we visualized endogenous Eg5 by immunofluorescence microscopy in dendrites of control, NEK7-depleted, and NEK7-depleted/rescued neurons at 14 DIV. The ability of the Eg5 antibody to label endogenous mouse Eg5 was confirmed by immunofluorescence analysis of mouse embryonic fibroblasts, which revealed the well-established Eg5 localization around the centrosomes in prophase, and at spindle poles and along spindle microtubules in prometaphase/metaphase as previously described in cycling cells^38^ (Supplementary Fig. 4a, b). Moreover, the cytoplasmic Eg5 staining that we observed in neurons was reduced in cells expressing *Eg5* shRNA, indicating the specificity of the staining (Supplementary Fig. 4c–g). In neurons expressing control shRNA and FLAG-EGFP endogenous Eg5 was distributed throughout the dendrites (Fig. 4a, b). In NEK7-depleted cells, Eg5 intensity in dendrites (measured as ratio dendrite intensity/soma intensity) was slightly reduced in the proximal part and more strongly reduced in the distal part (~20% and ~40% decrease, respectively). This phenotype was not caused by changes in the total levels of Eg5, which remained unaltered (Supplementary Fig. 4c), and could be partially rescued by expression of wild-type FLAG-NEK7 (Fig. 4a, b). The intensities of Eg5 in the soma and in different parts of the axon were not significantly affected in any of the conditions (Fig. 4c, Supplementary Fig. 4h, i). As additional control we also quantified the distribution of cytosolic FLAG-GFP, which was unaffected by depletion of NEK7 (Fig. 4d). We conclude that NEK7 controls Eg5 distribution in dendrites, promoting its accumulation in the distal parts.

**Fig. 4:**
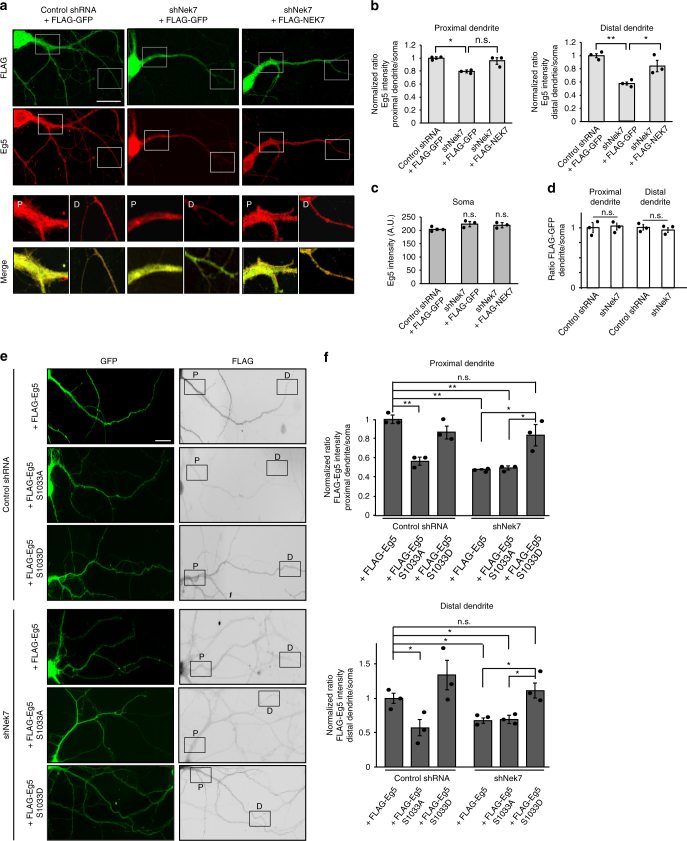
NEK7 promotes Eg5 accumulation in distal dendrites through S1033 phosphorylation. **a** Neurons transfected with the indicated plasmids at 7 DIV were fixed and stained with FLAG and Eg5 antibodies. Magnifications show Eg5 staining in proximal (P) and distal (D) dendrite regions. Scale bar, 50 μm. **b** Quantification of the Eg5 intensity in ~50 µm segments of proximal and distal dendrites of neurons as in (**a**); *n* = 3 independent experiments (total number of neurons: 27 (Control), 24 (Nek7 depleted), and 23 (rescue with WT Nek7), 2 to 6 dendrites analyzed per neuron); n.s. non-significant, *P < 0.05, **P < 0.01, by two-tailed *t*-test. **c** Eg5 intensity in somas of neurons as in (**a**). Statistics as in (**b**). **d** FLAG staining in the same neurons as in (**a**) was quantified as control. Intensities were plotted relative to the intensities in the somas of the same cells. Statistics as in (**b**). **e** Seven DIV neurons were infected with control or *Nek7* shRNA virus, and co-transfected with FLAG-Eg5 (wild-type or S1033 mutants) and GFP plasmids, and fixed at 14 DIV. Images show dendrites after staining with GFP and FLAG antibodies. Scale bar, 25 µm. **f** Quantification of FLAG-Eg5 intensity in ~50 μm segments of proximal and distal regions of dendrites in 14 DIV neurons as in (**e**), normalized to GFP intensity and to FLAG-Eg5 intensities in the somas of the same cells; *n* = 3 independent experiments (total number of neurons: 20 to 22 per condition, 2 to 5 dendrites measured per neuron); n.s. non-significant, *P < 0.05, **P < 0.01 by two-tailed *t*-test. Error bars: s.e.m. Columns in all graphs show means and dot overlays individual data points

To explore whether the NEK7-dependent accumulation of Eg5 in distal dendrites was linked to the S1033 phosphorylation state, we examined the distribution of transfected FLAG-tagged wild-type, S1033A mutant, and S1033D mutant Eg5 in control and NEK7-depleted neurons at 14 DIV. Co-transfection of EGFP-expressing plasmid allowed us to trace transfected cells and to normalize FLAG-Eg5 intensity to compensate for cell-to-cell variability in the overall expression levels. In control shRNA-transduced neurons, FLAG-Eg5 wild-type and S1033D mutant intensity values were similar in the proximal and distal parts of dendrites, displaying a distribution that was similar to endogenous Eg5 (Fig. 4e, f). For the S1033A mutant, however, we measured reduced intensities in both proximal and distal dendrite regions (~30% and ~40% decrease, respectively). In NEK7-depleted neurons the intensities of FLAG-tagged wild-type Eg5 and S1033A mutant Eg5 were decreased throughout the entire dendrite when compared to their intensities in non-depleted neurons. Remarkably, in NEK7-depleted neurons only the S1033D mutant was able to accumulate in both proximal and distal dendrite areas, with intensity values similar to those in non-depleted neurons (Fig. 4e, f). Taken together, these observations indicate that NEK7, through phosphorylation of S1033, promotes localization of Eg5 to proximal and distal parts of the dendrites.

### Eg5 dendritic accumulation limits minus-end-out microtubules

To learn more about the mechanism by which NEK7 and Eg5 regulate dendrite length and arborization, we studied how Eg5 affects microtubule organization in this compartment. Previous work showed that Eg5 inhibition by monastrol altered microtubule polarity in dendrites by increasing the percentage of retrogradely growing microtubules^36^. We tested whether knockdown of NEK7 had similar effects. We depleted NEK7 by lentiviral transduction at 3 DIV and transiently transfected these cells at 8 DIV with plasmid expressing EB3-tomato to label growing microtubule plus ends. We found that in NEK7-depleted cells the density of EB3 comets in the distal part of dendrites was slightly increased when compared to control cells (Fig. 5a, b) and that, intriguingly, the percentage of retrograde comets was also increased (22.0% compared to 14.8% in controls) (Fig. 5c; arrowheads in Fig. 5a; Supplementary Movie 1). We did not observe any changes in comet number or polarity in axons, suggesting that NEK7 specifically regulates dendritic microtubules (Supplementary Fig. 5a–c). We also analyzed EB3-tomato comets in neurons after inhibition of Eg5. Similar to NEK7 depletion, STLC treatment increased EB3 comet density (Fig. 5d, e) and increased the percentage of retrograde comets in the distal part of dendrites (22.5% compared to 17.7% in controls) (Fig. 5f; arrowheads in Fig. 5d). The similarity of the phenotypes strongly suggests that the NEK7-dependent accumulation of Eg5 in dendrites controls microtubule polarity in this compartment. We wondered whether altered microtubule polarity per se was sufficient to cause the reduction in dendrite length and arborization that we had observed in NEK7/Eg5-inhibited neurons. In a previous study we showed that overexpression of the small CDK5RAP2 51–100 fragment, which stimulates γTuRC to ectopically nucleate microtubules^39^, increased retrograde microtubule growth in axons^15^. We tested whether this approach may also be used to alter microtubule polarity in dendrites. We transiently transfected neurons at 6 DIV with the CDK5RAP2 51–100 fragment fused to GFP, together with the EB3-Tomato reporter. Indeed, analysis of EB3 comets at 9 DIV revealed an increase in comet density in both proximal and distal dendrite regions (Fig. 5g, h). Importantly, the percentage of retrograde comets in distal dendrite regions was also increased (22.8% compared to 13.0% in controls) (Fig. 5g, i). Moreover, similar to neurons depleted of NEK7 or treated with Eg5 inhibitor, neurons overexpressing EGFP-CDK5RAP2 51–100 had shorter and less branched dendrites than control cells expressing EGFP alone (Fig. 5j–l). Together, these results suggest that increasing retrograde microtubule growth in the distal part of dendrites is sufficient to impair dendrite morphogenesis.

**Fig. 5:**
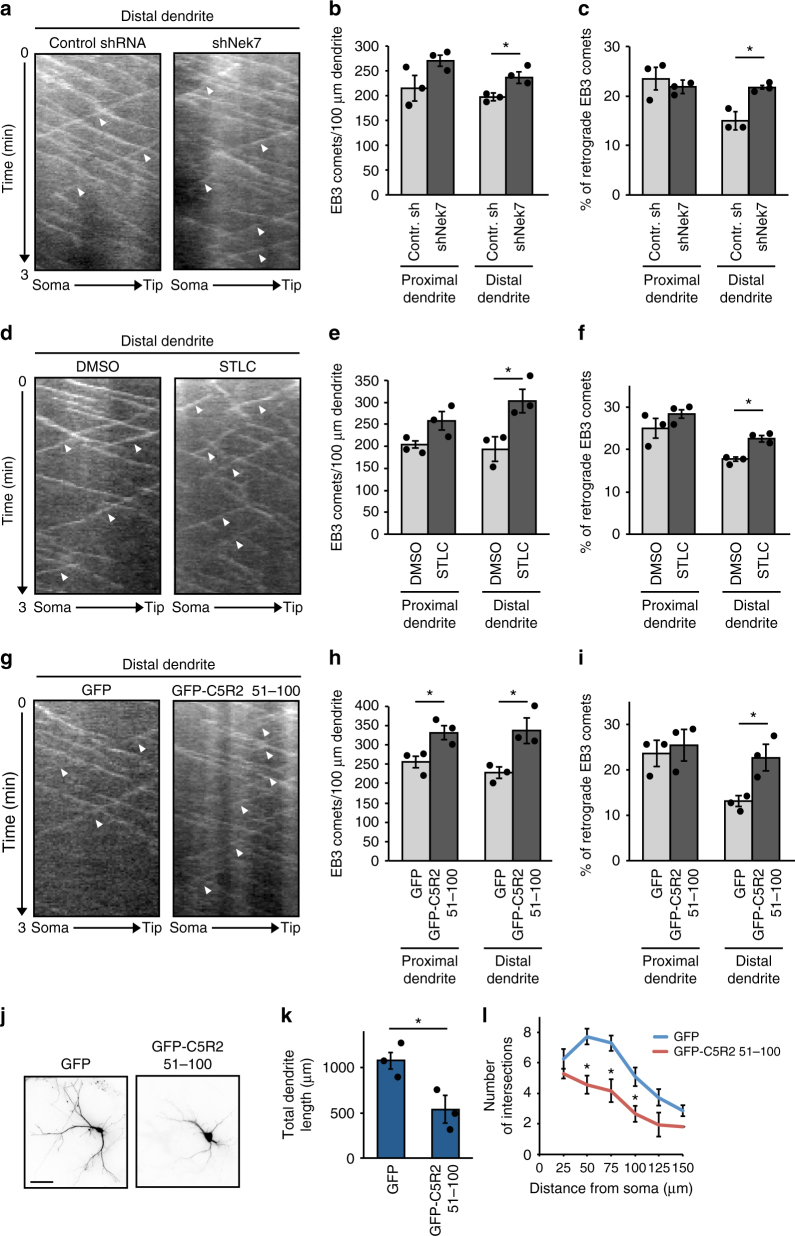
NEK7 and Eg5 limit retrograde microtubule growth in distal dendrites. **a** Hippocampal cultures were infected with control or *Nek7* shRNA virus at 3 DIV, transfected with EB3-tomato at 8 DIV, and analyzed by time-lapse microscopy at 9 DIV. Kymographs show EB3-tomato comet dynamics in distal dendrites. White arrowheads indicate retrograde EB3 comets. **b** Quantification of EB3 comet density in proximal and distal segments of dendrites in control or Nek7-depleted neurons; *n* = 3 independent experiments. Total of 29 (Control shRNA) and 26 (shNek7) dendrites. *P < 0.05 by two-tailed *t*-test. **c** Quantification of the polarity of comets analyzed in (**b**). Statistics as in (**b**). **d** Neurons were treated with DMSO or STLC at 5 DIV and transfected with EB3-tomato reporter and analyzed as in (**a**). Kymographs show EB3-tomato comet dynamics in distal dendrites. White arrowheads indicate retrograde EB3 comets. **e** Quantification of EB3 comet density in proximal and distal segments of dendrites in DMSO or STLC-treated neurons; *n* = 3 independent experiments. Total of 29 (DMSO) and 27 (STLC) dendrites. *P < 0.05 by two-tailed *t*-test. **f** Quantification of the polarity of EB3 comets in (**e**). Statistics as in (**e**). **g** Hippocampal cultures were co-transfected with GFP or GFP-CDK5RAP2 51–100, and the reporter EB3-tomato at 6 DIV, and analyzed by time-lapse microscopy at 9 DIV. Kymographs show EB3-tomato comet dynamics in distal dendrites. White arrowheads indicate retrograde EB3 comets. **h** Quantification of EB3 comet density in proximal and distal segments of dendrites in neurons expressing GFP or GFP-CDK5RAP2 51–100; *n* = 3 independent experiments. Total of 24 dendrites (GFP) and 25 dendrites (GFP-C5R2 51–100). *P < 0.05 by two-tailed *t*-test. **i** Quantification of EB3 comet polarity in the segments analyzed in (**h**). Statistics as in (**h**). **j** Nine DIV neurons expressing GFP or GFP-CDK5RAP2 51–100 were stained with GFP antibody. Scale bar, 25 μm. **k** Quantification of total dendrite length of neurons as in (**j**); *n* = 3 independent experiments, total number of neurons: 71 (GFP) and 36 (GFP-CDK5RAP2 51–100). *P < 0.05 by two-tailed *t*-test. **l** Mean number of dendrite intersections in neurons as in (**j**). Statistics as in (**k**). Error bars: s.e.m. Columns in all graphs show means and dot overlays individual data points

### Eg5 regulates dendrite microtubule polarity by stabilization

How does Eg5 regulate microtubule polarity in dendrites? Eg5 “loop-5” inhibitors such as monastrol or STLC not only inhibit motor activity by stabilizing bound nucleotide, but also weaken Eg5 interaction with microtubules. In contrast, “rigor” inhibitors such as FCPT (2-(1-(4-fluorophenyl)cyclopropyl)-4-(pyridin-4-yl)thiazole) lock Eg5 in a microtubule-bound state^40–42^. Indeed, treatment of neurons with STLC decreased Eg5 intensity in both proximal and distal dendrites, whereas FCPT had the opposite effect (Supplementary Fig. 5d, e). Strikingly, the two inhibitors also differentially affected microtubule polarity. Rather than increasing the percentage of retrogradely growing microtubules as seen for STLC, FCPT had the opposite effect and decreased the percentage of retrograde EB3 comets (11.8% compared to 16.5% in controls) (Fig. 6a, b). This result suggested that retrograde microtubule growth in dendrites is negatively regulated by the binding of Eg5 to microtubules, independent of its motor activity.

**Fig. 6:**
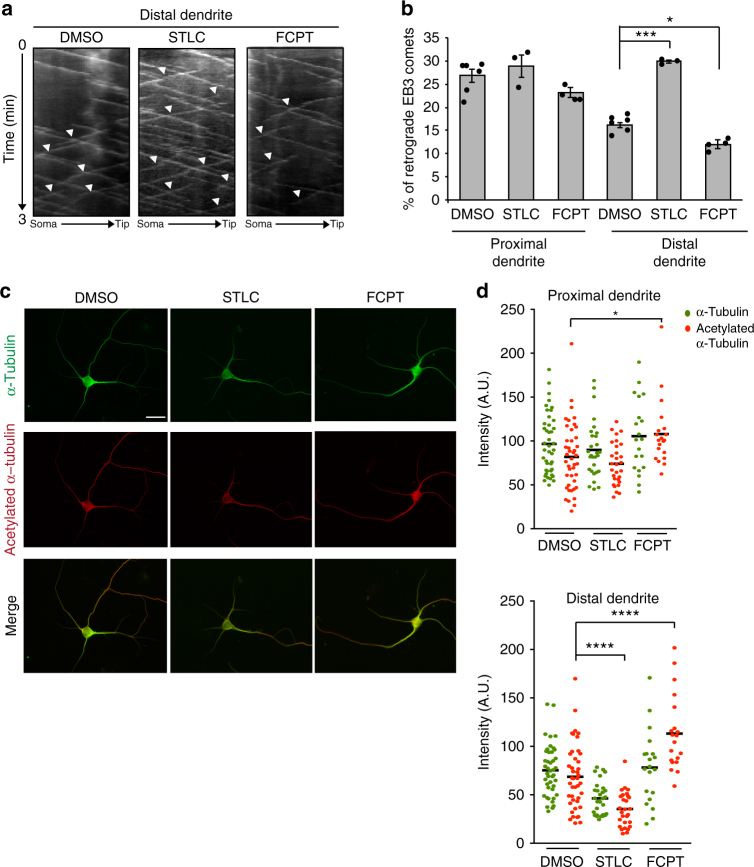
Eg5 limits retrograde microtubule growth in dendrites by microtubule stabilization. **a** Kymographs revealing EB3 comet dynamics in distal dendrites of DMSO-, STLC-, or FCPT-treated neurons. Neurons were treated with the drugs at 3 DIV, transfected with the reporter EB3-tomato at 8 DIV, and analyzed by time-lapse microscopy at 9 DIV. White arrowheads indicate retrograde EB3 comets. **b** Quantification of EB3 comet polarity in proximal and distal segments of dendrites in neurons as in (**a**); *n* = 3 to 6 independent experiments. Columns show means and dot overlays individual data points. Total of 29 (DMSO), 29 (STLC), and 30 (FCPT) dendrites. *P < 0.05, ***P < 0.001 by two-tailed *t*-test. Error bars: s.e.m. **c** Neurons treated as in (**a**) were fixed and stained with antibodies against α-tubulin and acetylated α-tubulin as indicated. Scale bar, 25 μm. **d** Quantification of α-tubulin (green dots) and acetylated α-tubulin (red dots) staining intensity in proximal and distal dendrite regions of neurons as in (**c**). Each dot represents the average value for one cell (2–4 dendrites); *n* = 43 neurons (DMSO), 29 (STLC), and 20 (FCPT) from 3 independent experiments. Black horizontal line: mean of the three experiments. *P < 0.05, ****P < 0.0001, by two-tailed *t*-test

The above findings would be in agreement with the previously proposed model that distinct microtubule polarities in axon and dendrites are established and maintained by motor-driven sorting of short microtubules, and that Eg5 functions as a brake on the transport of minus-end-out microtubules into dendrites^17,43–45^. However, live imaging of microtubule bleach marks in cultured hippocampal neurons expressing EOS-α-tubulin did not reveal any transport or sliding of microtubules in dendrites (Supplementary Movie 2). Considering that in dendrites minus-end-out microtubules are less dynamic than plus-end-out microtubules^4^, an increase in retrograde comets may also be explained by an increased dynamicity of minus-end-out microtubules, resulting from destabilization. In this model, rather than opposing the transport of short microtubules into dendrites, Eg5 would function mainly as microtubule stabilizer. To test whether Eg5 binding may stabilize dendritic microtubules we treated neurons with STLC or FCPT and stained and quantified the proportion of microtubules modified by acetylation, a modification typically enriched on stable microtubules. Consistent with our hypothesis, displacing Eg5 from microtubules with STLC reduced the amount of acetylated microtubules, whereas locking Eg5 in the microtubule-bound state with FCPT increased the signal (Fig. 6c, d). Since the localization of Eg5 to dendrites is promoted by NEK7, we predicted that NEK7 depletion would also destabilize dendritic microtubules. Indeed, this is what we observed (Supplementary Fig. 5g, h). Previous work suggested that acetylated (presumably more stable) microtubules are less abundant in distal compared to proximal dendrites^46^. This would explain why NEK7 depletion or Eg5 inhibition with STLC, treatments that destabilize microtubules, would have stronger effects in the distal region where microtubules have an overall lower stability. Indeed, we could also confirm this reduction in acetylated microtubules in distal dendrites in our experimental condition (Supplementary Fig. 4j, k).

To have a stabilizing effect we would predict that Eg5 is also relatively stably bound to dendritic microtubules. To test this we analyzed the Eg5–microtubule interaction in neurons by photoconversion of transfected Eg5-EOS (Fig. 7a–c). Indeed, whereas photoconverted EOS alone rapidly diffused away from the area targeted by the laser, a fraction of photoconverted Eg5-EOS remained stationary in the photoconverted region during 4 min, suggesting stable interaction of Eg5-EOS with dendritic microtubules in the absence of significant lateral movement of either component. Consistently, photoconversion of EOS-α-tubulin also showed no lateral movement of the fluorescent mark (Fig. 7a–c). When the experiment was performed in the presence of STLC the Eg5-EOS signal disappeared rapidly from the converted region, consistent with the notion that STLC weakens Eg5 interaction with microtubules (Fig. 7a–c; Supplementary Movie 3).

**Fig. 7:**
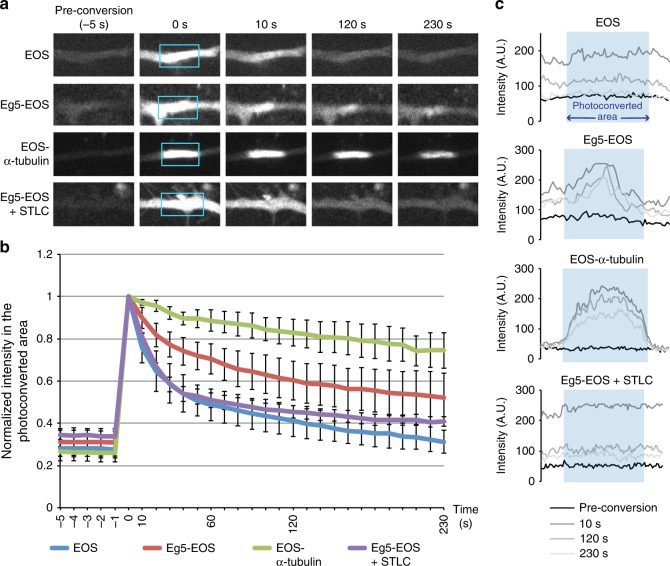
A fraction of EOS-tagged Eg5 in dendrites is stably bound to microtubules. **a** Time-lapse image series showing photoconverted EOS signal in dendrites of 9 DIV neurons expressing EOS, EOS-tagged Eg5, or EOS-tagged α-tubulin. Blue boxes indicate the photoconverted region at time point 0. **b** Increase and decay of the photoconverted EOS signal intensity over time in the targeted area of dendrites as in (**a**). For each sample signal intensities were normalized to the intensity at the time point of photoconversion, which was set to 1. For each time point mean values from three different experiment were plotted; *n* = 3 experiments, total of 9–19 neurons per condition. Error bars: s.e.m. **c** Fluorescence intensity distributions of photoconverted EOS at four different time points along photoconverted and adjacent regions in dendrites shown in (**a**). Blue shading delimits the section that was photoconverted

We then asked whether treatment with FCPT, which promotes Eg5 binding and stabilization of microtubules, in the absence of motor activity, was sufficient for rescuing dendrite defects in NEK7-depleted neurons. While FCPT treatment only very mildly rescued dendrite length, spine density was fully restored. Spine morphology defects, however, were not rescued (Supplementary Fig. 6a–e). These results suggest that microtubule stabilization is an important part of Eg5 function, but the ATP-dependent motor activity is also required.

Having established NEK7 as a regulator of dendrite morphogenesis in cultured neurons, we finally sought to determine whether this regulation also occurred in vivo. To address this we obtained mice carrying a gene trap (gt) insertion between exons 5 and 6 of the *Nek7* gene. Western blotting of e18.5 whole embryo homogenates confirmed the absence of NEK7 protein in *Nek7*^*gt/gt*^ animals (Supplementary Fig. 6f, g). First, we analyzed hippocampal neurons prepared from *Nek7*^*gt/gt*^ embryos in culture. At 9 DIV, *Nek7*^*gt/gt*^ neurons displayed, similar to NEK7 knockdown neurons, an increase in both EB3 comet density and in the percentage of retrograde comets in distal dendrites. (Fig. 8g–i). Interestingly, no significant changes in overall dendrite length were observed at this stage (Supplementary Fig. 6k, l). However, at 14 DIV neurons from *Nek7*^*gt/gt*^ embryos had shorter and less branched dendrites compared to neurons from WT littermates (Fig. 8a–c) and displayed a reduction in spine density and spine head diameter (Fig. 8d–f). In addition, dendritic Eg5 staining was reduced, in particular in the more distal part (Supplementary Fig. 6h–j). Taken together, these findings confirm the results obtained with NEK7 knockdown cultures and additionally reveal that the alterations in dendritic microtubule organization precede the morphological dendrite and spine defects. In agreement with previous reports^47,48^ *Nek7*^*gt/gt*^ animals from crosses of heterozygous parents were born at sub-Mendelian ratio. At birth, *Nek7*^*gt/gt*^ mice were similar in size and appearance when compared to wild-type or heterozygous littermates. At 3–4 months of age, however, *Nek7*^*gt/gt*^ animals developed limb paresis and displayed up to 20% weight loss (data not shown), similar to what was described for independently generated *Nek7*-deficient mice in a previous study^47^.

**Fig. 8:**
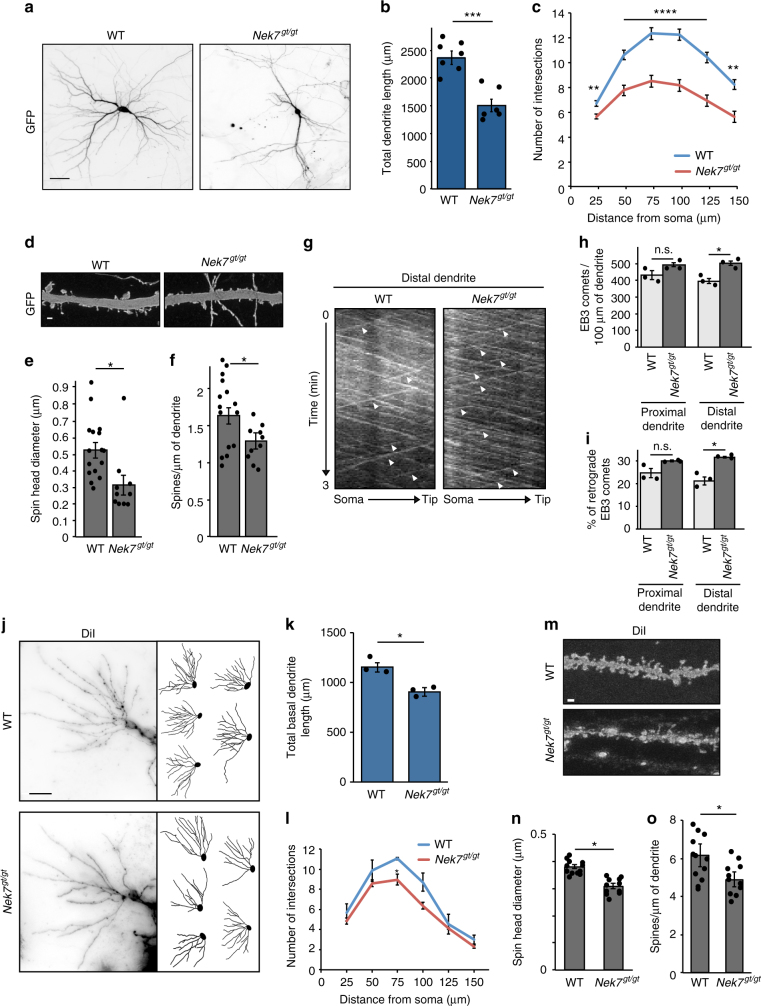
Dendrite defects in hippocampal neurons of *Nek7*^*gt/gt*^ mice. **a** GFP-expressing 14 DIV hippocampal wild-type and *Nek7*^*gt/gt*^ neurons. Scale bar, 50 μm. **b** Total dendrite length in neurons as in (**a**); *n* = 8 wild-type and 7 *Nek7*^*gt/gt*^ embryos. Total number of neurons: 139 (wild type) and 84 (*Nek7*^*gt/gt*^). ***P < 0.001, by two-tailed *t*-test. **c** Mean number of intersections by Sholl analysis of neurons as in (**a**); *n* = 126 wild-type and 71 *Nek7*^*gt/gt*^ neurons. **P < 0.01, ****P < 0.0001 by two-tailed *t*-test. **d** Spines in primary dendrites of neurons as in (**a**). Scale bar, 1 μm. **e** Density of spines as in (**d**); *n* = 15 wild-type and 10 *Nek7*^*gt/gt*^ neurons, 3 embryos per genotype, 552 and 260 spines, respectively. *P < 0.05, by two-tailed *t*-test. **f** Head diameter of spines as in (**d**). Statistics as in (**d**). **g** Kymographs of EB3 comets in dendrites of wild-type or *Nek7*^gt/gt^ 9 DIV neurons. White arrowheads indicate retrograde growth. **h** Comet density in dendrites of wild-type or *Nek7*^*gt/gt*^ neurons. **i** Percentage of retrograde comets in the segments analyzed in (**h**). **h**, **i** *n* = 3 wild-type and 3 *Nek7*^*gt/gt*^ embryos, 26 and 25 dendrites, respectively. n.s. non-significant, *P < 0.05 by two-tailed *t*-test. **j** Maximum intensity projections of diolistically labeled dendritic trees of CA1 wild-type or *Nek7*^*gt/gt*^ neurons in 4-month-old mice and representative tracings. Scale bar, 25 μm. **k** Total length of dendrites shown in (**j**); *n* = 3 wild-type and 3 *Nek7*^*gt/gt*^ mice (2 males and 1 female each), 54 neurons per genotype. *P < 0.05 by two-tailed *t*-test. **l** Mean intersection number in dendrite trees shown in (**j**). Number of animals as in (**j**), 41 and 44 neurons per genotype, respectively. *P < 0.05 by two-tailed *t*-test. **m** Dendritic spines in primary dendrites of neurons as in (**j**). Scale bar, 1 μm. **n** Head diameter of spines as in (**m**). **o** Density of spines as in (**m**); *n* = 12 wild-type and 11 *Nek7*^*gt/gt*^ neurons, 3 embryos per genotype, 1263 and 823 spines, respectively. *P < 0.05, by two-tailed *t*-test. Error bars: s.e.m. Columns in all graphs show means and dot overlays individual data points

To determine if neurons in *Nek7*^gt/gt^ brains displayed dendritic defects, we used a gene gun for diolistic labeling of individual neurons in brain sections with a diffusible dye. We then determined total dendrite length and extent of branching as well as the density and morphology of spines for pyramidal neurons in the CA1 hippocampal region. We observed that neurons in *Nek7*^gt/gt^ brains had shorter and less branched basal dendrites (Fig. 8j–l) and that the density and head diameter of dendritic spines were reduced compared to wild-type controls (Fig. 8m–o). These results indicate that NEK7 is required for correct dendrite and spine formation in vivo.

## Discussion

In this work we have explored the concept that key components of the microtubule cytoskeleton in cycling cells, including proteins involved in mitotic spindle assembly, may also have important roles in postmitotic, differentiated cells. This “recycling” concept has been proposed for neurons almost two decades ago^49^, but has never been explored systematically.

As a first step towards this goal we have performed microarray analysis of cultured mouse hippocampal neurons from samples taken over the course of 2 weeks (0 DIV–15 DIV) during neuron differentiation and maturation. This allowed us to generate expression profiles for all of the genes known to be involved in microtubule organization in cycling and mitotic cells. 

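Mitotic kinesins and kinetochore genes, which act in the spindles of dividing cells, had few members past the threshold between 0 and 15 DIV, with list medians of -0.41 and -0.38. These medians depended on single arrays. The mitotic kinesin median was -0.98 without replicate 2 at 15 DIV, and the kinetochore median -0.06 without replicate 1 at 15 DIV. Of 13 mitotic kinesins, 1 fell, *Kifc1*, a minus-end-directed motor, by 0.57 (adjusted p = 0.044 from limma), and 0 passed in limma when adjusted over the list alone (3 lower at an unadjusted p under 0.05). The call of *Kifc1* ended under most settings tried, with an adjusted p of up to 0.32 without replicate 2 at 15 DIV. Of 22 genes of the kinetochore and the spindle checkpoint, 1 rose and 2 fell (1 and 1 when adjusted over the list alone). *Zwint* was the gene that rose, *Ska2* fell by 1.22 (adjusted p = 0.0014, but 0.056 without replicate 1 at 0 DIV) and *Cenpf* by 0.89 (adjusted p = 0.043). The call of *Cenpf* ended without the replicate block (0.25), with all probesets (0.079) and without any 1 of 7 arrays, with up to 0.38 without replicate 1 at 15 DIV. Of 17 genes of the gamma-tubulin ring complex and augmin, which start new microtubules, *Haus2* rose by 0.78 (adjusted p = 0.029) and *Haus8* fell by 0.88 (adjusted p = 0.033). Of the 17, 0 passed in limma when adjusted over the list alone (2 higher and 5 lower at an unadjusted p under 0.05). The calls of *Haus2* and *Haus8* ended without the replicate block (0.051 and 0.14), with all probesets (0.068 and 0.17) and without several single arrays, with up to 0.31 and 0.36 without replicate 1 at 0 DIV.
Of 20 genes of microtubule severing, stability and tubulin modification, 4 rose and 3 fell (5 and 3 when adjusted over the list alone). The tubulin polyglutamylase gene *Ttll7* rose by 2.12 (standard error 0.20, adjusted p = 4.33e-05) and the deglutamylase gene *Agbl4* by 1.36. *Atat1*, the tubulin acetyltransferase gene, fell by 1.23 (adjusted p = 0.0012, but 0.077 without replicate 1 at 0 DIV) and *Katna1*, which encodes a severing enzyme, by 1.18 (adjusted p = 0.0016). Of 9 genes chosen here for the kinds of factor that the introduction gives a dual function (motors, the gamma-tubulin ring complex, augmin, TPX2 and Aurora A), 1 fell, *Haus8*, and 0 passed in limma when adjusted over the list alone (4 lower at an unadjusted p under 0.05). With a preset correlation, camera called the kinetochore list (adjusted p = 0.017) and the list of 9 genes (0.022) lower than other genes, with an adjusted p = 0.67 and an adjusted p = 0.57 with an estimated correlation. These calls ended without replicate 1 at 15 DIV (0.37 and 0.25) and without replicate 2 at 0 DIV (0.18 and 0.098). The gamma-tubulin (0.19) and severing (0.93) lists did not pass. The mitotic kinesin list (adjusted p = 0.0503) passed under several settings, such as with all probesets (0.040) or without replicate 2 at 15 DIV (9.16e-04), and had an adjusted p = 0.67 with an estimated correlation.
Among the 165 measured MCA genes of the part of Supplementary Data 2 used here, 73 (44.2%) were higher at 15 DIV than at 0 DIV, 63 (38.2%) were lower, 3 (1.82%) had a transient change and did not pass at 15 DIV. The study chose these genes on these samples, so the split is not independent evidence. Lower genes outnumbered higher ones with each array centred on its median (45.5% and 41.2%) and after quantile normalization (44.8% and 42.4%). The share of lower genes was 28.5% without the replicate block and 17.0% to 25.5% without any 1 of the 4 arrays of 0 and 15 DIV.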

Supporting the hypothesis that many microtubule regulators used by proliferating cells are recycled in postmitotic cells, we found that among the differentially expressed genes only about 46% are downregulated, whereas another 48% are upregulated. Genes in this latter group, together with the remaining genes that showed transient changes in expression with no overall up- or down regulation, are the most interesting candidates for further analysis in future studies. Indeed, validating the approach that we took here, during our study two genes in this group, *cyclin E1*/*Ccne1* and *Mtap7*, were shown to have roles in neurons^50–53^.

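*Ccne1*, which encodes cyclin E1 of the G1/S transition, rose from 7.68 ± 0.09 (SD, n = 2) at 0 DIV to 8.66 ± 0.09 (SD, n = 2) at 15 DIV, a 1.97-fold change. The rise was 0.98 on the log2 scale (standard error 0.19, adjusted p = 0.0042 from limma, but 0.11 without replicate 1 at 0 DIV). *Ccne1* first passed the test at 6 DIV, with a rise of 0.74 (adjusted p = 0.030). *Map7*, listed as *Mtap7* for the array and encoding a microtubule-associated protein that recruits kinesin-1, rose 6.58-fold, from 5.84 ± 0.47 (SD, n = 2) to 8.56 ± 0.19 (SD, n = 2). Its differences were 2.52 in replicate 1 and 2.92 in replicate 2 (standard error 0.24, adjusted p = 3.24e-05), and it was higher already at 3 DIV, by 1.31 (adjusted p = 0.012). With all probesets, *Map7* rose by 1.74 and *Ccne1* by 0.65 between 0 and 15 DIV.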

Apart from differentially expressed genes, a large number of genes did not display expression changes during the sampling time course. 

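Genes that many laboratories take as references went different ways between 0 and 15 DIV. *Actb*, the beta-actin gene, had a difference of -0.17 (95% confidence interval -0.62 to 0.28, adjusted p = 0.60 from limma). Of 9 measured reference genes, 3 rose and 1 fell (3 and 1 when adjusted over the list alone). *Hprt* rose by 2.03 (standard error 0.26, adjusted p = 3.11e-04), and *Pgk1* by 1.00 (adjusted p = 0.0055, but 0.055 without replicate 1 at 15 DIV). *Sdha* rose by 0.74 (adjusted p = 0.0090, but 0.064 after quantile normalization and 0.067 without replicate 2 at 15 DIV). *Tbp* fell by 0.79 (adjusted p = 0.016), a call that ended without any 1 of the 4 arrays of 0 and 15 DIV, with up to 0.13 without replicate 1 at 15 DIV. As a list they did not differ from other genes by camera (adjusted p = 0.37).
Of 20416 genes, 5058 passed the test of 15 DIV against 0 DIV. For 967 genes (4.74%) the 95% confidence interval of the difference lay within 0.5 either way on the log2 scale. These intervals hold for 1 gene at a time and were not adjusted for the number of genes. Some of the 967 may therefore have a larger change. A further 14391 genes (70.5%) were neither past the threshold nor within that margin. With a margin of 1, the interval of 11889 genes (58.2%) lay inside it. The median half-width of the interval was 0.50, and the count of 967 went to 0 without replicate 1 at 15 DIV and to 1814 without replicate 1 at 12 DIV. It was 5160 with all probesets of a gene and 276 without the replicate block.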

While we did not analyze these genes further, it should be noted that, despite the absence of differential expression, some may be expressed throughout neuron differentiation and maturation and thus could have important roles. Again, this was confirmed by work published during the course of this study, revealing roles for *Ckap5/ch-TOG* and *Tacc3* in postmitotic neurons^54–56^.

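*Ckap5*, which encodes the microtubule polymerase ch-TOG, had a log2 value of 9.95 ± 0.07 (SD, n = 2) at 0 DIV and 9.70 ± 0.02 (SD, n = 2) at 15 DIV. The difference of -0.25 (standard error 0.19, adjusted p = 0.37 from limma) had a 95% confidence interval of -0.67 to 0.17, and the F test over the time course did not pass (adjusted p = 0.54). *Tacc3*, a partner of ch-TOG on spindle microtubules, had 9.76 ± 0.11 (SD, n = 2) at 0 DIV and 9.53 ± 0.35 (SD, n = 2) at 15 DIV. Its difference of -0.24 (standard error 0.31, adjusted p = 0.63) had a wider interval, -0.92 to 0.44, and at 3 DIV the replicates differed by more than any of these changes, with 10.16 in replicate 1 and 8.67 in replicate 2.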

One of the genes displaying strong upregulation during neuron differentiation is *Nek7*, which encodes a member of the NIMA-related kinase (NEK) family that has previously been implicated in mitosis and cell division^24–27,48^. 

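Of the 11 NIMA-related kinase genes, *Nek7* had the largest change between 0 and 15 DIV. *Nek10* was the other that rose, and *Nek11* fell by 0.97 (standard error 0.25, adjusted p = 0.016 from limma), while 8 did not pass the test. The call of *Nek11* ended without replicate 1 (0.16) or replicate 2 (0.21) at 0 DIV or replicate 1 at 1 DIV (0.072). The counts were 2 higher and 1 lower also when adjusted over the list alone. *Nek2*, a kinase gene of centrosome separation, had a difference of -0.55 (standard error 0.28, adjusted p = 0.19), and *Nek1*, *Nek4* and *Nek8* had differences of -0.09, -0.25 and 0.02. As a list, the family did not differ from other genes by camera (adjusted p = 0.47). Per hour in culture, *Nek7* had a slope of 0.0058 on the log2 scale (adjusted p = 3.97e-06). The paper sets the shares of MCA genes that rose and fell in culture beside an existing hypothesis, that many microtubule regulators of dividing cells serve again in postmitotic cells. It took *Nek7* on from the upregulated genes after an RNAi screen.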

More recently, NEK7 was shown to also have a kinase-independent role as essential component of the inflammasome, a multi-protein complex of the innate immune system^47,57,58^.

Here, we reveal a novel role of NEK7 in regulating dendrite and spine morphogenesis in postmitotic neurons. Interestingly, NEK6, which is highly similar to NEK7 (~85% identical in their catalytical domains) and NEK9, a NEK7 activator in mitosis^26,33,59^, do not seem to contribute to these functions. While the mitotic regulatory circuit with NEK6 and NEK9 is not maintained, the downstream modulation of a kinesin by NEK7 is: similar to cycling cells, where NEK7 controls prophase centrosome separation and cytokinesis through two kinesin motors (Eg5 and KIF14, respectively)^26,27^, NEK7 role in dendrites is in part mediated by Eg5. Moreover, similar to the NEK7-dependent recruitment of Eg5 around centrosomes at prophase^26^, our results show that in neurons modification of a phosphorylation site in the Eg5 C-terminal domain (S1033 in human Eg5 or an orthologous residue in mice) promotes recruitment of the kinesin to microtubules in distal dendrite regions, suggesting a similar regulation of Eg5 localization in both systems.

While Eg5 inhibition using RNAi or monastrol was shown to reduce dendrite length previously^36^, our experiments also implicate NEK7–Eg5 in the formation of dendritic spines, consistent with our observation that NEK7 was enriched in the somato-dendritic compartment and upregulated during the later stages of differentiation, when neurons establish synaptic connections. In NEK7-depleted neurons spine density was reduced and spines were thin and filopodia-like and rarely displayed mushroom shape. However, while expression of the Eg5 S1033D mutant, which mimics NEK7-dependent phosphorylation, fully rescued reduced dendrite length after NEK7 RNAi, spine defects were only partially rescued. Moreover, chemical inhibition of Eg5 reduced spine density but did not affect spine morphology. These results suggest that regulation of spine formation and morphology may involve additional NEK7 phosphorylation sites and/or substrates. Several other kinesins, dynein, and non-motor microtubule-associated proteins have been implicated in various aspects of dendrite and/or spine morphogenesis^22,36,43,60–62^. Destabilization of the dendritic microtubule array has also been correlated with impaired spine formation^63^. How these different activities are coordinated is still unclear. Future work will show whether any of these effector molecules may also be regulated by NEK7.

How does NEK7-dependent recruitment of Eg5 to dendritic microtubules control dendrite length? Whereas at later stages of neuron development the percentage of minus-end-out microtubules in dendrites approximates the percentage of plus-end-out orientations, dendrites in young, developing neurons contain more plus-end-out microtubules, in particular when considering dynamic microtubules^4^. This increased percentage of plus-end-out microtubules may be important for dendrite growth and arborization. Indeed, increasing the proportion of retrogradely growing microtubules through a NEK7-independent mechanism, by overexpression of the nucleation promoting CM1 domain of CDK5RAP2, similarly impaired dendrite growth and branching. Taken together, the data suggest that Eg5 contributes to dendrite growth and branching by limiting the occurrence of retrogradely growing microtubules, in particular in distal dendrite regions. This observation would be consistent with the previously proposed function of Eg5 as a brake on the transport of short “minus-end-out” microtubules into dendrites by other motors^36^. Similarly, Eg5 was recently proposed to function as a “frictional brake” on microtubule movements during mitotic spindle assembly to restrict spindle elongation at anaphase B^42^. However, we did not observe any transport of microtubules in dendrites. While it is possible that these transport events are relatively rare and thus were not detected under our experimental conditions, our finding that NEK7/Eg5 inhibition destabilizes dendritic microtubules provides an alternative explanation: destabilization may result in an overall increase in microtubule dynamicity, which would be observed as an increase in the percentage of retrograde EB3 comets, since in dendrites microtubules with this orientation (minus-end-out) are normally less dynamic^4^. Similarly, an overall increase in dynamic microtubules may also explain the increase in retrograde comets that we observed after induction of ectopic nucleation by expression of EGFP-CDK5RAP2 51–100.

We were surprised to find that Eg5 controls microtubule stability and polarity in dendrites through its microtubule binding function, independently of its motor activity. Still Eg5 motor activity is important: the Eg5 inhibitor FCPT, which promotes microtubule stability by locking Eg5 in its microtubule-bound state, was not able to fully rescue the NEK7 knockdown phenotypes. Thus, in contrast to the activity of other MAPs, Eg5 may use its ability to move along microtubules to focus its stabilizing activity in specific regions. This would provide an additional level of regulation that is not available to proteins with a simple on/off microtubule binding mode.

In this study, we have analyzed the role of NEK7 in pyramidal neurons in the hippocampus, but it is likely that NEK7 has similar roles in other types of neurons. Indeed, *Nek7* expression was detected in various brain regions^32^. Future work will address how dendritic defects in *Nek7*^*gt/gt*^ mice affect the function of the brain and other regions of the nervous system.

## Methods

### Animals and cell cultures

Pregnant RjOrl:SWISS female mice were purchased from Janvier Labs. For the in vivo analysis of *Nek7* function *Nek7* knockout mice (Nek7^gt/gt^) were obtained from EUCOMM as a gene trapped knockout first allele (Nek7^tm1a(EUCOMM)Hmgu^) (http://www.informatics.jax.org/allele/MGI:4888909). All animals were maintained at the Barcelona Science Park (PCB) animal facilities, in strict accordance with the Spanish and European Union regulations. In accordance with applicable legislation, protocols were approved by the Animal Care and Use Committee of the PCB (IACUC; CEEA-PCB).

Hippocampal and cortical cell cultures were prepared from e17.5–18.5 mouse embryos. Hippocampi were dissected, treated with 0.25% trypsin (Life Technologies) during 15 min at 37 °C and dissociated into single cells by gentle trituration. Neurons were seeded on glass coverslips or plastic plates coated with 0.1 mg/ml Poly-d-lysine (Sigma) at ~10^5^ cells/cm^2^ or 2 × 10^4^ cells/cm^2^ for low-density cultures. Low-density cultures were used to avoid interfering signals from neighboring cells in experiments that required tracing and measurement of axon lengths in 14 DIV neurons or quantification of subcellular distributions of endogenous or plasmid-expressed proteins. Neurons were plated in Dulbecco's Modified Eagle's medium (DMEM) containing 10% fetal bovine serum (FBS), penicillin/streptomycin (pen/strep). After 1–2 h, medium was replaced by Neurobasal medium supplemented with 2% B27, pen/strep, 0.6% glucose, and glutamax (all reagents from Life Technologies). At 3 DIV, cytosine arabinoside (1 µM; Sigma) was added to cultures. One-third of the medium was replaced every 4–5 days. HEK293T, Neuro2A cell lines (both from ATCC; not tested for mycoplasma, not in ICLAC database of commonly misidentified cell lines), or mouse embryonic fibroblasts were grown in DMEM containing 10% FBS. All cells were kept at 37 °C in a humidified atmosphere containing 5% CO_2_.

### Microarray and qRT-PCR

For two independent microarray replicas, total RNA was extracted from mouse embryo hippocampal neuron cultures at different time points of differentiation (0 DIV, 20 h, 3 DIV, 6 DIV, 12 DIV, 15 DIV) using a commercial RNeasy minikit (Qiagen) according to the manufacturer’s instructions. Then, 25 ng total RNA was amplified using the TransPlex® Complete Whole Transcriptome Amplification Kit (Sigma; reference WTA2) and subsequently labeled using GeneChip Mapping 10K Xba Assay Kit (Affymetrix; catalog no. 900441), according to the manufacturer’s instructions. Next, 8 µg of complementary DNA (cDNA) was hybridized per microarray at Mouse Gene 1.0 ST for 16 h of hybridization at 45 °C, and washing and staining of microarrays was performed using a Fluidics Station 450 (Affymetrix, Santa Clara, CA). GeneChips were scanned in a GeneChip Scanner 3000 (Affymetrix, Santa Clara, CA).

For qRT-PCR total RNA was extracted from 0 DIV or 15 DIV cultured hippocampal neurons using RNeasy Mini Kit (QIAGEN), and cDNA was synthesized and amplified from 25 ng total RNA using WTA2 kit (Sigma-Aldrich). Real-time PCR was performed in a CFX96 system (BIO-RAD) from 10 ng double-stranded DNA per reaction using SsoFast Evagreen (BIORAD) following the manufacturer’s recommendations. β-Actin was used as house-keeping gene. Normalized expression was quantified using CFXManager software with 2-ΔΔCT method where β-actin is the reference target.

### Plasmids

The shRNA-expressing plasmids used in this study are based on the pLKO.1 backbone and are part of the Sigma-Aldrich MISSION shRNA collection. The following target sequences were used: shNek7#1: GCATCATTCATTGAGGATAAT; shNek7#2: CGTGGACAATTTAGTGAAGTT; shNek6#1: CACCGACCTGACATTGTATAT; shNek6#2: CCATCCGAATATCATCAAGTA; shNek9#1: GCTCTGATATCTGTACCTCAT; shNek9#2: CGACAACATCATTGCCTACTA. A pLKO.1 plasmid expressing a scrambled sequence (CAACAAGATGAAGAGCACCAA) was used as control. A commercial Eg5 shRNA cloned in plasmid pGIPZ was obtained from Dharmacon (RHS4480).

To introduce multiple silent mutations for rendering *Nek7* shRNA resistant for rescue experiments, or to introduce point mutations to generate the kinase-dead NEK7 (D179A) and the constitutively active (Y97A) mutants of NEK7, PCR mutagenesis was performed on the cDNA of mouse *Nek7*. The wild-type and mutant forms of *Nek7* were cloned into pCS2 (with N-terminal triple FLAG tag and modified cloning site) using *Fse*I/*Asc*I sites. The non-shRNA-resistant kinase-dead mutant of *Nek7* (D179A) was cloned into plasmid pCMV5 containing a single FLAG tag.

A cDNA of human KIF11/Eg5^59^ was cloned into the modified pCS2-3xFLAG plasmid using restriction enzymes *Fse*I/*Asc*I, and into plasmid mEOS3.2-N1 (gift from Michael Davidson; Addgene plasmid #54525) using *Xho*I/*Eco*RI. The Eg5 S1033A and S1033D mutants were obtained by performing PCR mutagenesis using the wild-type Eg5 plasmid as template. The FLAG-Eg5 cDNAs were cloned into an empty pLL3.7 plasmid using *Nhe*I*/Eco*RI. Plasmid mEos3.2-Tubulin-C-18 was provided by Michael Davidson (Addgene plasmid #57484). The plasmid expressing the CM1 containing fragment of CDK5RAP2 has been described before^15^. The reporter plasmid EB3-tomato was a generous gift of Anne Straube (University of Warwick, UK).

The oligos for genotyping of *Nek7*^gt/gt^ mice were: 5’-CTGAAGCAGGCCCTGAG (sense) and TCCATTAGCTCACAGTCATTACA (antisense). The primers anneal in positions flanking a loxP site downstream of exon 7 that is only present in the gene trap allele. This results in PCR products that differ in size, depending on the absence/presence of the loxP insertion.

The names and sequences of all the primers used in this study are listed in Supplementary Table 1.

### Antibodies

The anti-NEK7 antibody was used (3920-1, Epitomics, dilution WB 1:10,000). Other rabbit antibodies used in this study were: anti-Eg5 (GTX30692, GeneTex, dilution IF: 1:250), anti-NEK6 (Ab133494, Abcam, dilution WB: 1:1000), anti-NEK9 (Ab138488, Abcam, dilution WB: 1:1000), and anti-MAP2 (AB5622, Millipore, dilution IF: 1:500). The mouse antibodies used were: anti-α-tubulin (DM1A, Sigma, dilution IF: 1:2000, dilution WB 1:10,000), anti-β-tubulin (T4026, Sigma, dilution WB 1:1000), anti-γ-tubulin (TU-30, ExBio, dilution IF: 1:500) anti-acetylated-α-tubulin (6-11B-1, Sigma, dilution IF: 1:50,000), anti-Eg5 (611187, BD Biosciences, dilution WB: 1:1000), anti-Tau (A0024, Dako, dilution WB: 1:10,000), anti-FLAG (F3165, Sigma, dilution IF: 1:2000, dilution WB: 1:10,000), and anti-Histone (gift of Ferran Azorín, IRB Barcelona. Dilution WB: 1:1000). Chicken anti-GFP was used for detection of GFP (Aves Labs, dilution IF: 1:1000).

### Lentivirus production and transduction

Lentivirus was generated using the LentiLox3.7 system^64^. HEK293T cells were co-transfected with pLKO.1 or pLL3.7 and the packaging plasmids using calcium phosphate. Lentivirus particles in the medium were concentrated 72 h later by ultracentrifugation at 27,000 r.p.m. for 2 h. Virus particles were resuspended in cold phosphate-buffered saline (PBS), aliquoted, and stored at −80 °C. To assay infectivity, HEK293T cells were treated with serial dilutions of concentrated lentivirus, and 72 h after infection, sorted for GFP-positive cells. Neurons were infected at multiplicity of infection (MOI) of 3, and in the case of low-density cultures we used MOI 6.

### Cell culture treatments

Hippocampal neurons were transfected at the stages indicated in the text and figure legends using Lipofectamine 2000 (ThermoFisher) according to the manufacturer’s instructions. In some experiments, as indicated, shRNA plasmids were co-transfected with a EGFP plasmid (pEGFP-N1) in a 5:1 ratio in order to visualize neuron morphology in transfected cells. To perform replating experiments, shRNA-transduced cultures at 5 DIV were trypsinized (0.05% Trypsin-EDTA, ThermoFisher) for 5 min, collected in Neurobasal medium with 5% FBS, pelleted at 800 rpm for 3 min, resuspended in conditioned media, and replated in poly-d-lysine-coated coverslips. After 48 h of regrowth, neurons were fixed and stained for microscope analysis. In Eg5 inhibition experiments, hippocampal neuron cultures were treated at either 3 DIV or 7 DIV with 100 µM monastrol (Sigma), 10 µM STLC (Sigma), 5 µM FCPT (a generous gift from Tim Mitchison, Harvard University, USA), or dimethyl sulfoxide (DMSO) for 6 or 7 days and either live-imaged for EB3-labeled comets or fixed for analysis of dendritic morphology/microtubule acetylation. For EOS live-imaging experiments, neurons were transfected at 3 DIV and analyzed at 9 DIV, and STLC was added 24 h prior to imaging. The mouse neuroblastoma Neuro2A cells were transfected with Lipofectamine 2000 and 72 h later lysed for collection of protein extracts.

### Cell extracts and western blot

For western blotting, cell culture lysates or hippocampal tissue homogenates were prepared in Lysis buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1 mM MgCl_2_, 1 mM EGTA, 10% Glycerol, and 1% Triton X-100) in the presence of protease inhibitors (Complete, Roche). Lysates were clarified by centrifugation at 16,000 × *g* for 10 min at 4 °C. To obtain soma or axonal protein extracts, hippocampal neurons were cultured on filters with 3 μm pore size membranes (Neurite Outgrowth Assay Kit, Millipore). At 8 DIV, cells were fixed in methanol at −20 °C for 5 min. To obtain axonal fractions, somas and dendrites on the upper side of the device were first carefully removed with wet flattened cotton swabs following the manufacturer's instructions. Axons at the bottom side of the membrane were extracted in a 200 μl drop of sodium dodecyl sulfate (SDS) sample buffer. To obtain somato-dendritic fractions, axons from the bottom part of the device were first removed by scraping. Then, SDS sample buffer extracts were prepared from the upper side of the membrane. All samples were clarified by centrifugation and boiled in sample buffer for SDS–polyacrylamide gel electrophoresis. Proteins were separated and transferred onto polyvinylidene difluoride membranes (Millipore). Membranes were blocked with 5% milk powder in TBST (20 mM Tris, pH 7.5, 150 mM NaCl, 0.05% Tween-20) for 1 h and probed overnight with primary antibodies diluted in tris-buffered saline with Tween-20 (TBST). The relative intensity of the bands was quantified using Quantity One 1-D analysis software (Bio-Rad Laboratories). Uncropped images of western blots are shown in Supplementary Figs. 7–9.

### Immunofluorescence microscopy

Cultured neurons and cell lines were fixed in methanol at −20 °C for 5 min or in 4% paraformaldehyde (PFA)/4% sucrose diluted in PBS for 15 min at room temperature. For staining Eg5, cells were simultaneously permeabilized and fixed using 4% PFA/4% sucrose/0.25% glutaraldehyde/0.1% Triton X-100 diluted in PHEM buffer (60 mM Pipes, 25 mM Hepes pH 7.4, 5 mM EGTA, 1 mM MgCl_2_). All fixed cells were permeabilized with 0.25% Triton X-100 in PBS for 5 min, blocked with 4% bovine serum albumin (BSA, Sigma) and incubated in 2% BSA overnight with primary antibodies. Alexa350, Alexa488, or Alexa568 secondary fluorescent antibodies were used (ThermoFisher). Nuclei were stained with DAPI (4',6-diamidino-2-phenylindole). Different samples within one experiment were imaged using constant intensity and exposure settings, avoiding signal saturation. A confocal microscope TCS-SP5 (Leica Microsystems) equipped with a 63×/1.40 OIL objective was used for imaging dendritic spines at 1024 × 1024 pixel resolution. Dendritic spine image stacks were taken with a 0.125 μm step-size, and deconvolved using ImageJ software (NIH). For analysis of Eg5 stainings, single-plane images of neuron somas and dendrites were acquired with an Orca AG camera (Hamamatsu) coupled to a Leica DMI6000B microscope equipped with a 100×/1.40 OIL objective. 20×/0.50 DRY, and 40×/1.25 OIL objectives were additionally used for standard imaging and for mosaics generation of complete axons/dendritic arbors and replated neurons. “Proximal dendrite region” corresponds to a distance of ~50 μm from the soma, while “distal dendrite region” corresponds to a distance of ~50 µm from the tip.

### Time-lapse microscopy

Hippocampal cultures were plated in glass-bottom dishes (MatTek), transduced with virus expressing shRNA, or treated with drugs, transfected with EB3-tomato reporter at 7 or 8 DIV and imaged 24 h later, or with mEOS3.2 constructs at 5 DIV and imaged 3 days later. For analysis after expression of CDK5RAP2 fragment 51–100, cultures were co-transfected with plasmid encoding EGFP, or EGFP-CDK5RAP2 fragment 51–100 together with EB3-tomato reporter (2:1 ratio) at 6 DIV and imaged 48 h later. Live imaging of EB3 comets or mEOS3.2 alone or fused to Eg5 or α-tubulin was performed in the dendrites of random transfected cells, using an Olympus IX81 microscope equipped with Yokogawa CSU-X1 spinning disc and a temperature-controlled CO_2_ incubation chamber. Image stacks were acquired with 100×/1.4 OIL immersion objective and an iXon EMCCD Andor DU-897 camera, using iQ2 software. Fluorescent images with pixel size of 0.14 μm were taken at 1 s intervals during 2.5 min for EB3 comets in dendrites. Fluorescent images with pixel size of 0.14 μm were taken at 10 s intervals during 4 min for mEOS experiments. mEOS3.2 was photoconverted using a 405 nm laser at 5% for 1 s.

### Image analysis

All images were processed and quantified using the ImageJ software (NIH). Blinding was used in the sample imaging and image quantifications. For all fluorescence intensity measurements, background signal was measured in an adjacent area and subtracted. Dendritic EB3 comet analysis was performed using the kymograph macro (ImageJ software), with lines drawn on the trajectories of comets. The spatial distribution of mEOS3.2 alone or of tagged proteins was measured using the Dynamic ROI Profiler plugin (ImageJ software). The average fluorescence intensities of α-tubulin and acetylated α-tubulin staining were measured along the imaged dendritic trace. Whole axon and dendrite length were measured using the NeuronJ macro (ImageJ software). Sholl analysis was performed using the Sholl analysis plugin^65^ using binary versions of the dendrite tracings generated with the NeuronJ macro. Dendritic spine morphology and density analysis was performed along the principal dendrite (thickest dendrite at 14 DIV) before the first branching, on deconvolved image stacks using NeuronStudio Software^66^ or IMARIS software (BITPLANE).

### Tissue preparation and biolistics

Adult (3/4 months old) animals were killed through intracardiac perfusion. A quick perfusion was applied, consisting of an initial 10 ml of PBS 0.1 M, followed by 40 ml of PFA 4% (20 ml/min). The brains were extracted from the perfused animals, incubated for 10 min in PFA 4% at 4 °C, and then stored in PBS at 4 °C for up to 48 h. The brain tissue was embedded in agarose (4% in PBS) and cut in 100 μm coronal slices using a vibratome. Slices were stored at −20 °C in cryoprotective medium, and washed thoroughly with PBS before shooting with the gene gun. DiI-tungsten-coated bullets were shot on the tissue sections by using a Helios Gene Gun (Bio-Rad #165–2431) for neuron labeling, working at 120 psi of helium gas pressure, and using a membrane filter between the gun and tissue^67^. After delivery of particles, the tissue sections were incubated and thoroughly washed in PBS and then stained with Hoechst 1:500 for 1 h at room temperature, once again washed in PBS, and mounted on slides with Mowiol mounting medium (Sigma).

### Statistical analysis

Statistical analysis was done using the Prism 6 software. Two-tailed unpaired *t*-tests were performed to compare the experimental groups. The results are detailed in the figures and the figure legends. Sample sizes were determined based on experience from previous work and based on other similar published studies. The number of *Nek7*^*gt/gt*^ embryos and adult animals used in this study was as high as possible (due to sub-Mendelian birth rates). No data were excluded and samples/cells were randomly allocated to experimental groups.

Microarray raw expression files (CEL format) from all samples were normalized using the “rma” function from the *oligo* R package^68,69^ summarizing to probeset level. For each transcript, the 50% most variable probes (interquantile value) were selected. Gene expression was summarized by applying median polish to the selected probesets (function “medpolish” of the R *stats* package).

Technical effects due to experimental batches were adjusted by fitting a linear model (“lmFit” of the *limma* package^70^) for each gene with time and batch as covariates and removing the estimated coefficient for date of experiment. Samples corresponding to times 20 h and 2 days were combined through the mean expression of each gene. The resulting matrix was centered and scaled.

Clusters of genes with similar behavior along time points were found using the function “cutHclust” of the R *ClassDiscovery* package from the OOMPA suite (http://oompa.r-forge.r-project.org) with the “complete” linkage method and “pearson” metric. The number of clusters was set to 20.

### Data availability

The authors declare that all the data supporting the findings of this study are available within the article and its supplementary information files. All primary microarray data are available from the Gene Expression Omnibus (GEO) database: GSE113680.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

# Supplementary material for: NEK7 regulates dendrite morphogenesis in neurons via Eg5-dependent microtubule stabilization
**Source:** Nat Commun. 2018 Jun 13;9:2330. doi: 10.1038/s41467-018-04706-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

NEK7 regulates dendrite morphogenesis in neurons via Eg5-dependent microtubule stabilization.

Freixo et al.

**Primer Name**	**Sequence**
Nek7_F_FseI	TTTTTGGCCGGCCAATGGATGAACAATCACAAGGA
Nek7_R_AscI	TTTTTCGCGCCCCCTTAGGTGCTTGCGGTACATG
Nek7_shres_F	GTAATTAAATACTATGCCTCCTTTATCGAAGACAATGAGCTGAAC
Nek7_shres_R	G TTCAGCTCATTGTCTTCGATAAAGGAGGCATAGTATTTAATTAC
Eg5_F_XhoI	G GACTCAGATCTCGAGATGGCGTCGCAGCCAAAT
Eg5_R_EcoRI	G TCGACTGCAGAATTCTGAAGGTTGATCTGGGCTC
Eg5_F_FseI	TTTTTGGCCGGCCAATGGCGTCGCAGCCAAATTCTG
Eg5_R_AscI	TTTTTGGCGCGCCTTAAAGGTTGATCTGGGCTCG
Nek7_F_Y97A	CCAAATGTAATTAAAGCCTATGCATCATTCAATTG
Nek7_R_Y97A	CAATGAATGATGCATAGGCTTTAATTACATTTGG
Nek7_F_D179A	GTAAAACTTGGAGCTCTTGGGC
Nek7_R_D179A	GCCCAAGAGCTCCAAGTTTTAC
Eg5_F_S1033A	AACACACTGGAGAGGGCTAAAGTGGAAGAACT
Eg5_R_S1033A	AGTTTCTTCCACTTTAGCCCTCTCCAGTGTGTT
Eg5_F_S1033D	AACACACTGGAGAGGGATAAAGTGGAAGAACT
Eg5_R_S1033D	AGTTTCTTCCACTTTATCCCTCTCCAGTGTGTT
FLAG-Eg5_F_NheI	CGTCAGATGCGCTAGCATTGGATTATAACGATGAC
FLAG-Eg5_R_EcoRI	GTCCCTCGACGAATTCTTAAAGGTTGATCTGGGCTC
Nek7 gt/gt genotyping F	CTGAAGCAGGCCCTGAG
Nek7 gt/gt genotyping R	TCCATTAGCTCACAGTCATTACA

Supplementary Table 1. List of all primers used in this study.

a microarray

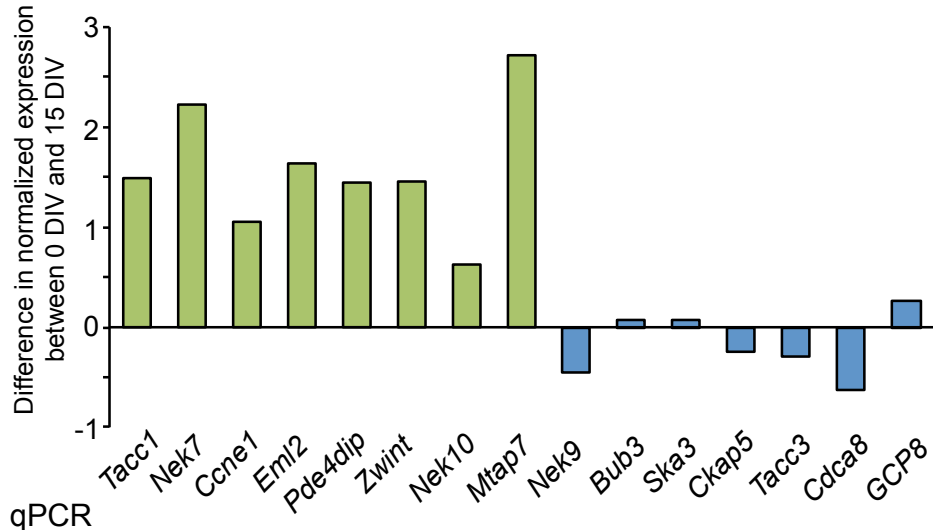

b qPCR

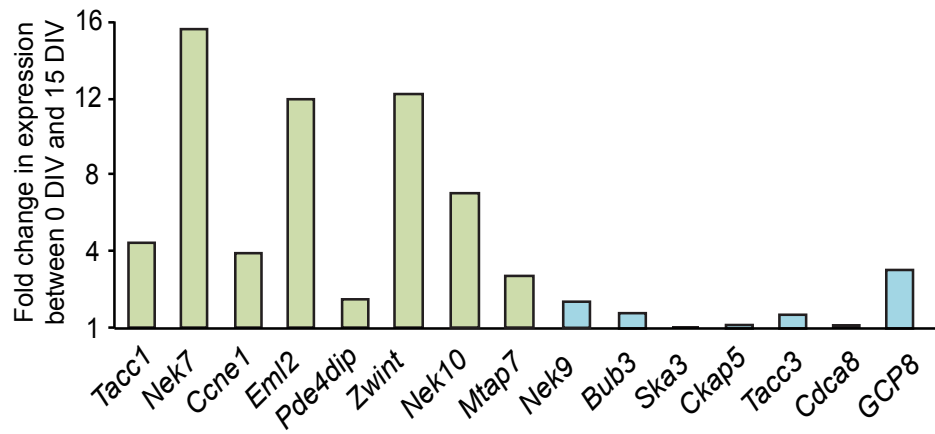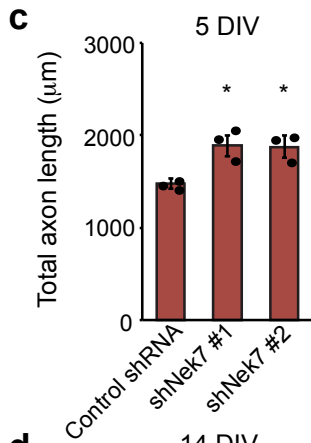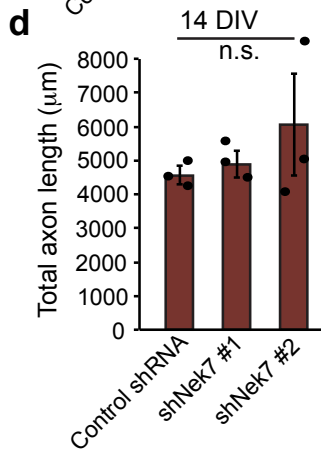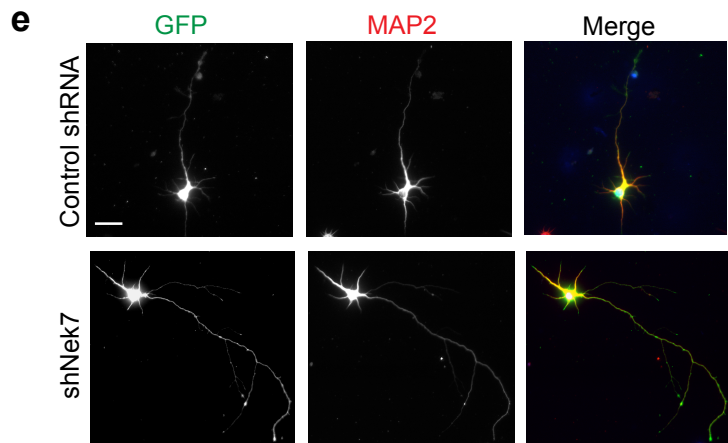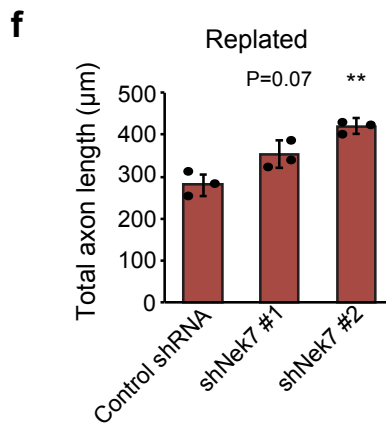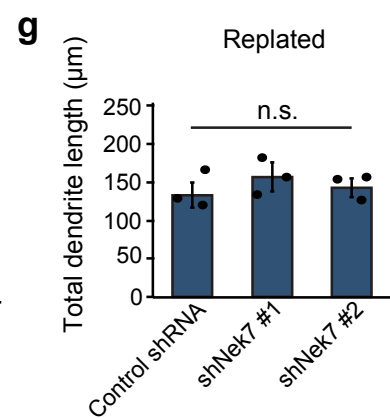

Supplementary Fig. 1. Expression analysis of candidate microtubule regulators and NEK7 knockdown phenotypes. **(a)** Microarray expression changes for short-listed genes in cultured neurons between 0DIV and 15DIV. **(b)** Expression changes for the genes in **a** were determined by quantitative real-time PCR. Reactions were performed in triplicate and normalized. Green columns represent “upregulated” genes, while blue columns represent “not differentially expressed” genes. **(c)** Mean total axon length in 5DIV neurons, transfected at 1DIV with plasmid expressing control or Nek7 shRNA, and GFP as marker. n=3 independent experiments. Total number of neurons: 90 (Control), 83 (shNek7 #1) and 63 (shNek7#2). * $P < 0.05$, by two-tailed *t*-test. Error bars: s.e.m. **(d)** Mean total axon length in 14DIV neurons, transfected at 7DIV as in **c**. n=3 independent experiments. Total number of neurons: 39 (Control shRNA), 22 (shNek7 #1), 27 (shNek7 #2). n.s.: non-significant by two-tailed *t*-test. Error bars: s.e.m. **(e)** Immunofluorescence images of replated neurons, control or depleted of NEK7. GFP staining labels the whole cell while MAP2 preferentially stains soma and dendrites. Scale bar, 50 μ m. **(f)** Mean total axon length in neurons prepared as in **e**. n=3 independent experiments. Total number of neurons: 67 (Control shRNA), 58 (shNek7 #1), 46 (shNek7 #2). ** $P < 0.01$ by two-tailed *t*-test. Error bars: s.e.m. **(g)** Mean total dendrite length in neurons prepared as in **e**. n=3 independent experiments. Total number of neurons: 23 (Control shRNA), 22 (shNek7 #1), 20 (shNek7 #2). n.s.: non-significant by two-tailed *t*-test. Error bars: s.e.m. Columns in all graphs show means and dot overlays individual data points.

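Panel a plots, for each gene, the array value at 15 DIV minus that at 0 DIV on the log2 scale, so that 1 stands for a doubling. Panel b gives the same comparison by quantitative real-time PCR on the same genes, which was not analysed here. The green genes are those that the legend calls upregulated, with *Map7*, *Eml2*, *Tacc1* and *Nek7* among them, and the blue genes, such as *Ckap5* and *Bub3*, are those that the legend calls not differentially expressed. Panels c and d measure axon length and rest on other experiments.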

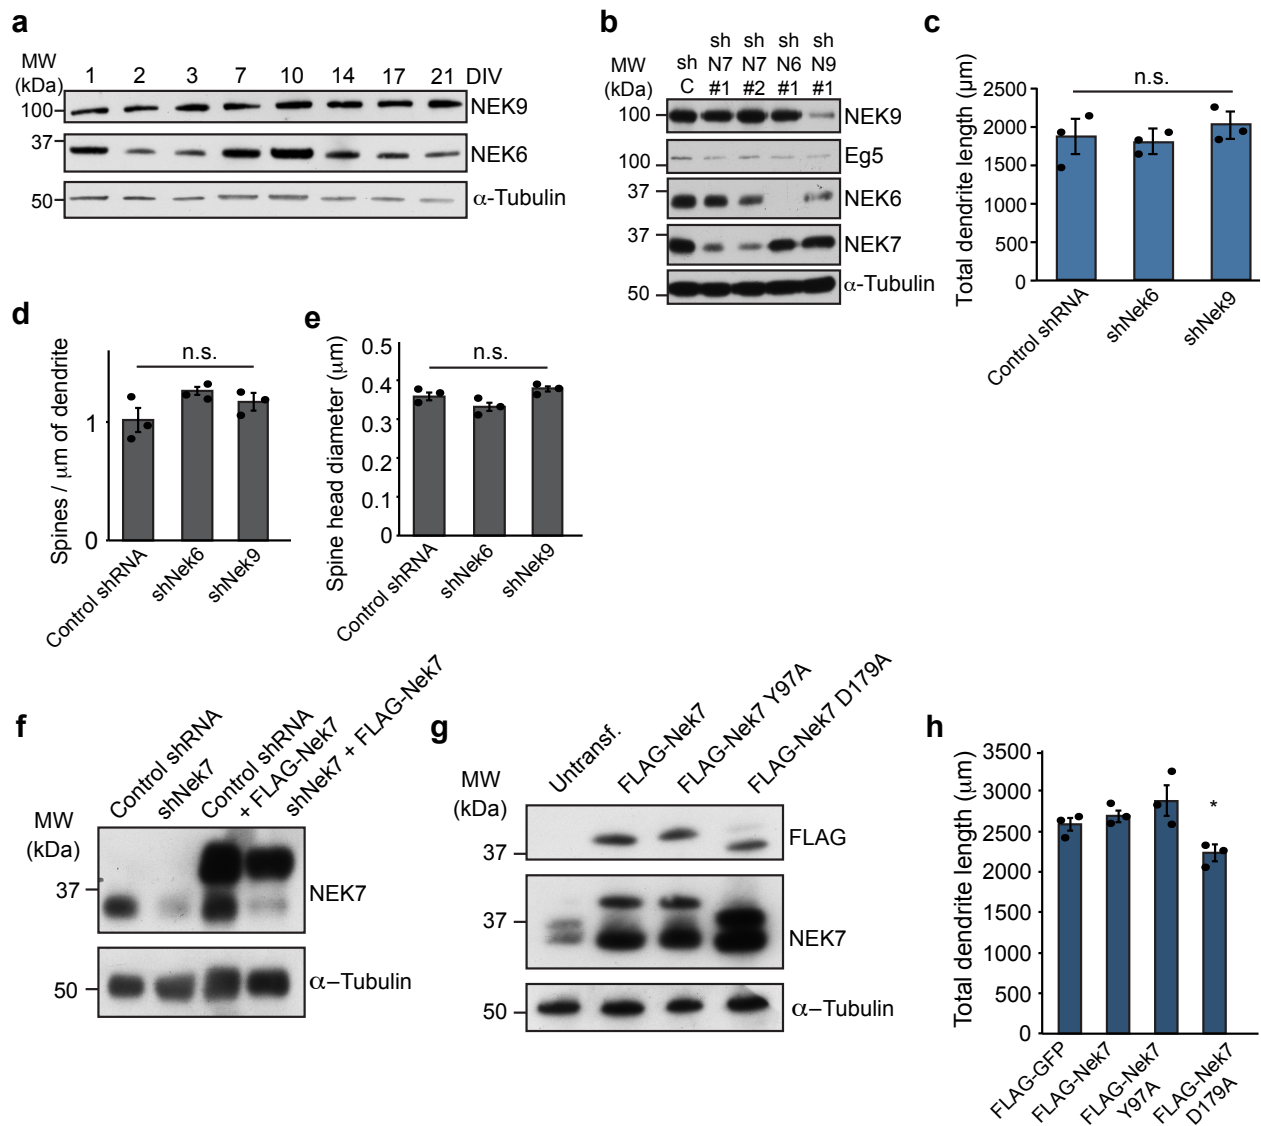

Supplementary Fig. 2. Phenotypes of NEK6 and NEK9 knockdown and expression of recombinant wild type and mutant NEK7. (a) Extracts of hippocampal cultures from 1DIV to 21DIV were immunoblotted against NEK6, NEK9, and α -tubulin as loading control. (b) 1DIV neurons were infected for 96h with virus expressing control shRNA, Nek9 shRNA, Nek6 shRNA or Nek7 shRNA, and cell extracts were immunoblotted with Eg5, NEK9, NEK6 and NEK7 antibodies. Detection of α -tubulin served as loading control. (c) 7DIV hippocampal neurons were co-transfected with a GFP plasmid and plasmid expressing control shRNA, Nek9 shRNA, or Nek6 shRNA. At 14DIV neurons were fixed, stained with GFP-antibody, and total dendrite length of GFP-positive neurons was quantified. $n=3$ independent experiments. Total number of neurons: 25 (Control shRNA), 26 (shNek6) and 26 (shNek9). n.s.: non-significant by two-tailed *t*-test. (d) Quantification of spine density in primary dendrites of neurons in the same experimental conditions as in c. $n=3$ independent experiments, 3-10 neurons per experiment, total number of spines analyzed per condition $665 < n < 1147$. n.s.: non-significant, by two-tailed *t*-test. Error bars: s.e.m. (e) Quantification of spine head diameter in primary dendrites of neurons in the same experimental conditions as in c. Statistics as in d. (f) N2a cells were co-transfected

for 72h with plasmid expressing control shRNA or Nek7 shRNA, and FLAG-GFP or shRNA-resistant FLAG-NEK7. Probing of lysate by Western blotting with NEK7 antibody shows depletion of endogenous NEK7 but not of FLAG-NEK7 upon expression of Nek7 shRNA. α -Tubulin was used as loading control. **(g)** N2a cells were transfected for 72h with wild type FLAG-NEK7 or mutant FLAG-NEK7 (Y97A or D179A). Protein lysates were immunoblotted against NEK7 and FLAG. Western blot shows over-expression of FLAG-tagged NEK7 constructs relative to endogenous NEK7 in non-transfected N2a lysate. α -Tubulin was used as loading control. **(h)** Quantification of total dendrite length in 14DIV neurons expressing GFP, FLAG-NEK7 or NEK7 mutants as indicated. n=3 independent experiments. Total number of neurons: 53 (FLAG-GFP), 37 (FLAG-Nek7), 34 (FLAG-Nek7 Y97A) and 43 (FLAG-Nek7 D179A). *P<0.05 by two-tailed *t*-test. Error bars: s.e.m. Columns in all graphs show means and dot overlays individual data points.

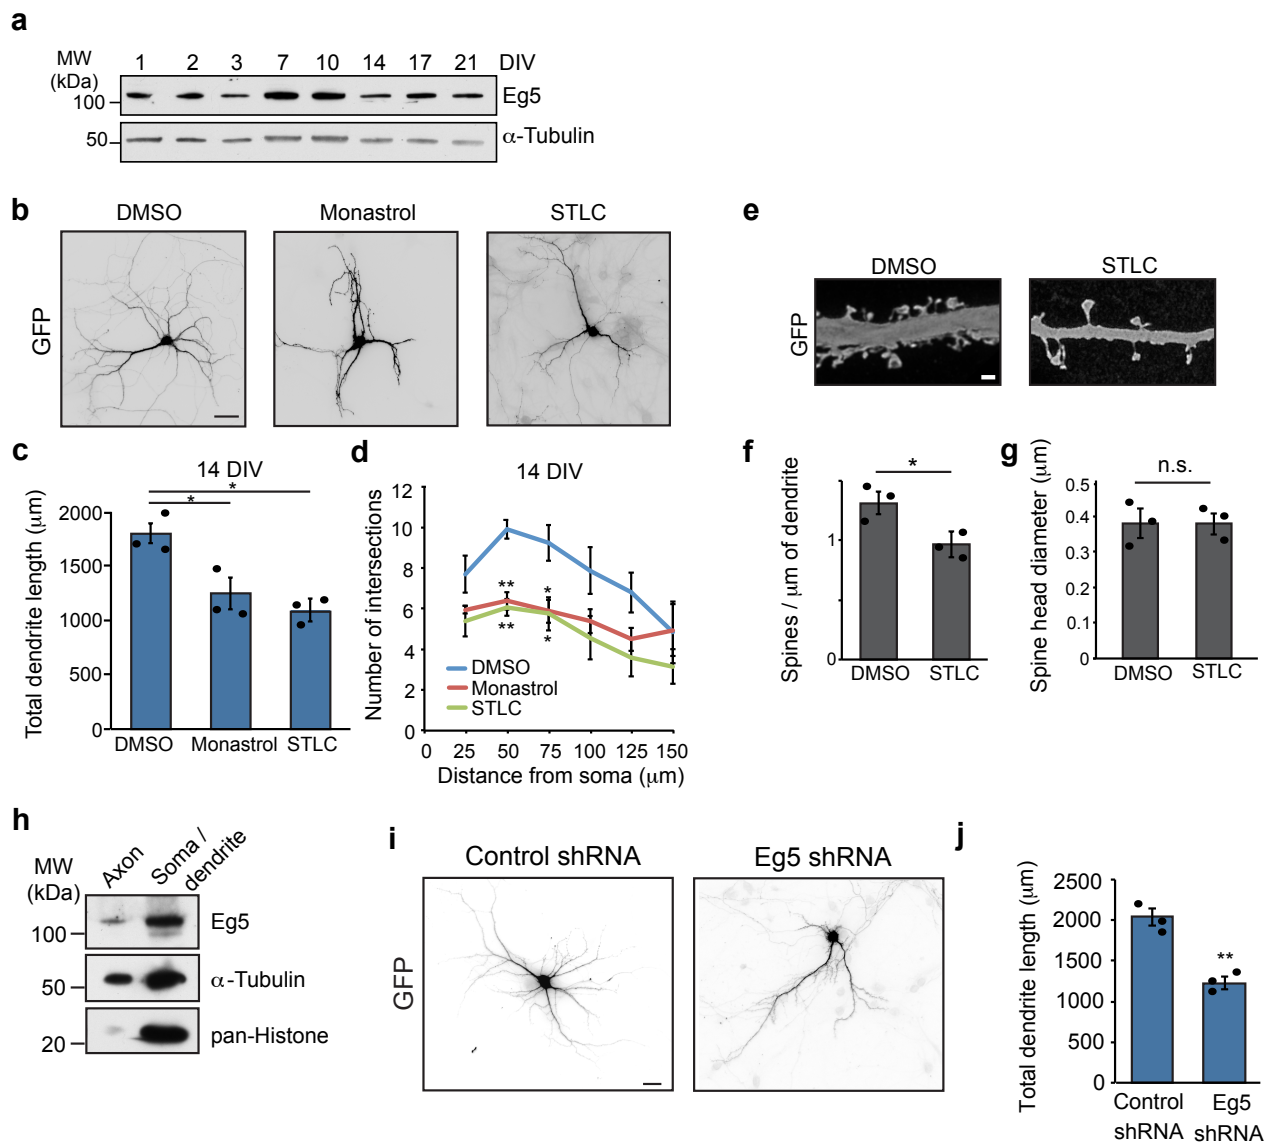

Supplementary Fig. 3. Phenotypes in neurons treated with Eg5 inhibitors or Eg5 shRNA. **(a)** Western blot detecting Eg5 in lysates from cultured neurons, from 1DIV to 21DIV, using α -tubulin as loading control. **(b)** Representative images of 14DIV neurons, transfected with GFP plasmid at 7DIV, and treated for the same period with either DMSO or the Eg5 inhibitors monastrol or STLC. Scale bar, 50 μ m. **(c)** Mean total dendrite length of 14DIV neurons in the experimental conditions shown in **b**. $n=3$ independent experiments, total number of neurons - 53 (DMSO), 58 (monastrol) and 40 (STLC). * $P<0.05$, by two-tailed t -test. Error bars: s.e.m. **(d)** Sholl analysis of neurons prepared as in **b**. Statistics as in **c**. **(e)** Representative images of spines in primary dendrites, from GFP-expressing neurons treated with STLC or DMSO as control. Scale bar, 1 μ m. **(f)** Mean density of spines as shown in **e**. $n=3$ independent experiments, 7 to 14 neurons per experiment, total number of spines analyzed per condition: 946 (DMSO), 665 (STLC). n.s: non-significant, * $P<0.05$, by two-tailed t -test. Error bars: s.e.m. **(g)** Mean spine head diameter. Neurons were prepared as in **e** and statistics were as in **f**. **(h)** Lysates of somato-dendritic and axonal compartments of hippocampal neurons at 9DIV were

immunoblotted against Eg5 and pan-histone, using α -tubulin as loading control. **(i)** Neurons were transfected at 7DIV with either plasmid encoding control shRNA or plasmid encoding Eg5 shRNA, fixed at 14DIV and stained with GFP. **(j)** Mean total dendrite length of neurons as in a. $n = 3$ experiments, 32 neurons (Control shRNA) and 29 neurons (Eg5 shRNA). Error bars: s.e.m. ** $P < 0.01$, by two-tailed t -test. Columns in all graphs show means and dot overlays individual data points.

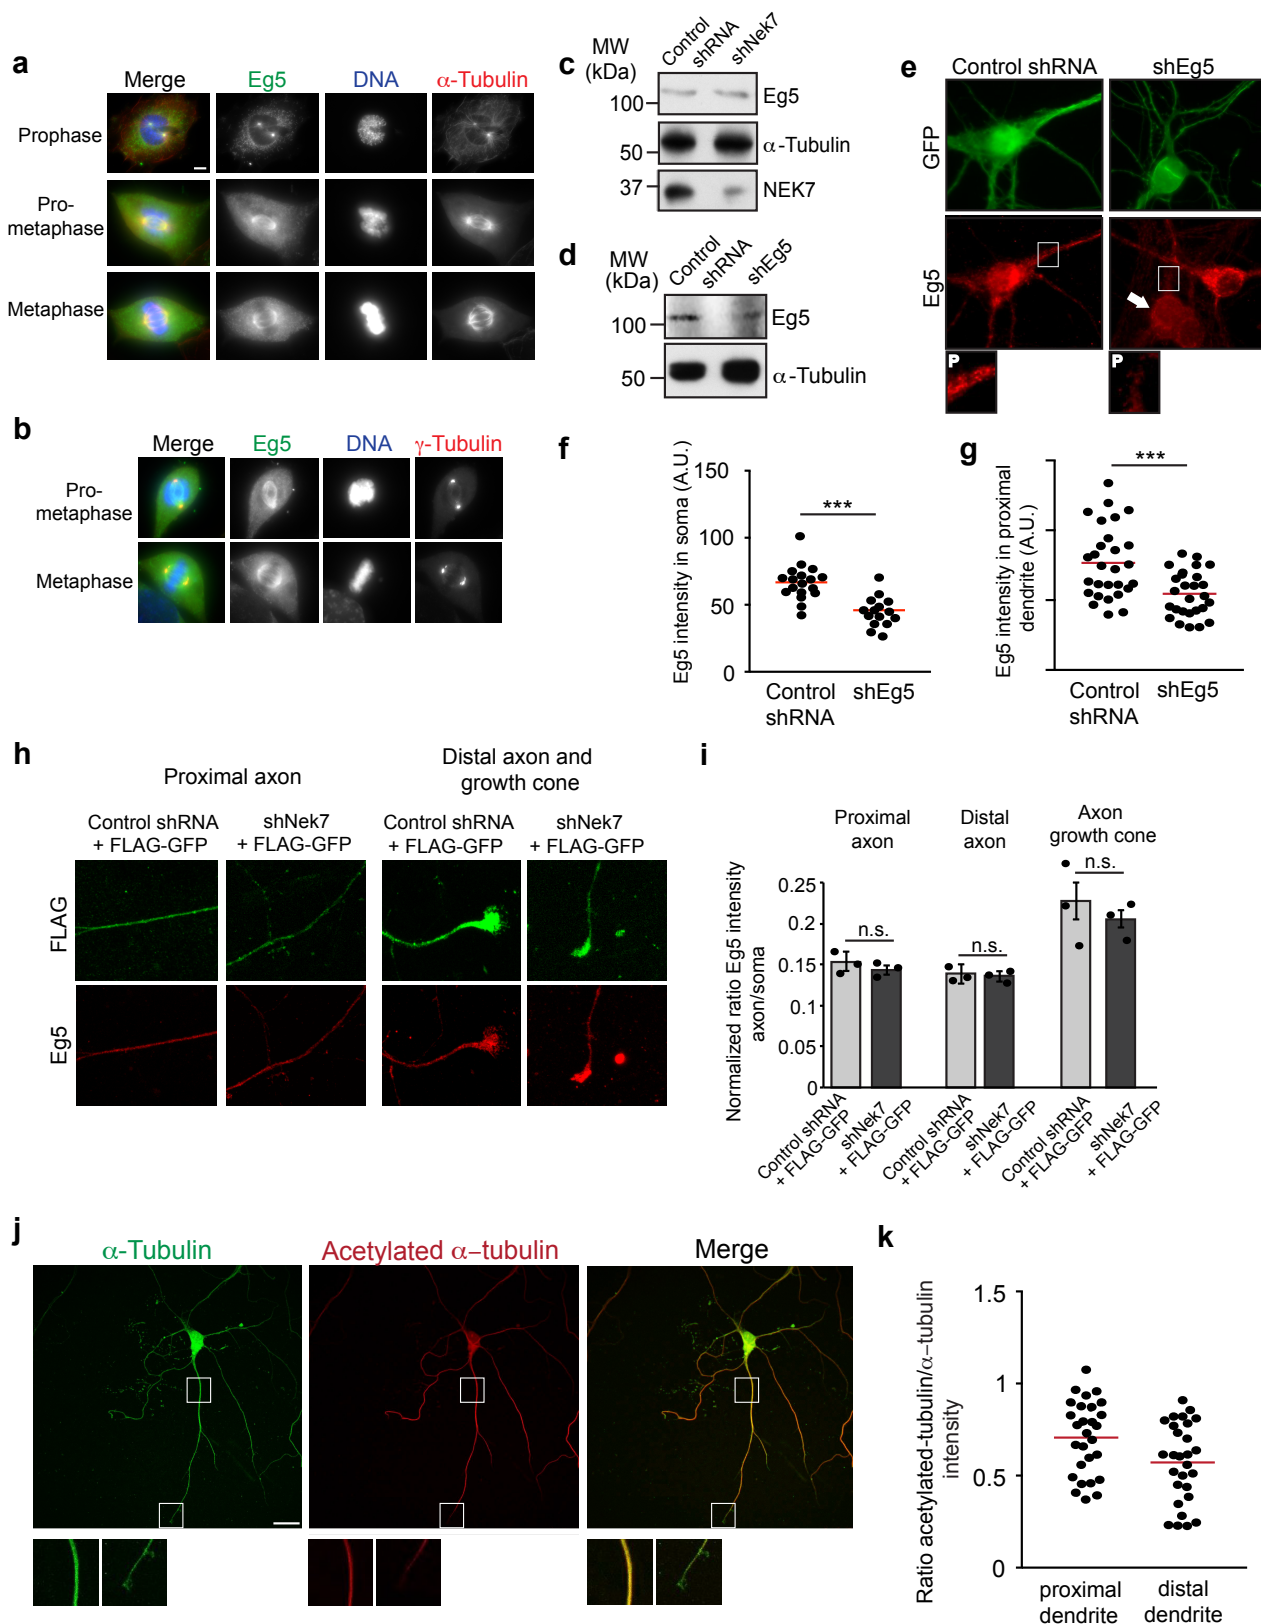

Supplementary Fig. 4. Specificity of Eg5 staining in neurons and quantification of acetylated microtubule staining in distal dendrites. (a) MEFs were stained with Eg5 and α -tubulin antibodies, and DAPI to label DNA. **(b)** MEFs were stained with Eg5 and γ -tubulin antibodies, and DAPI to label DNA. Scale bar, 10 μ m. **(c)** Lysates of hippocampal neurons infected with lentivirus as indicated at 7DIV were analyzed at 14DIV by blotting

against Eg5 and NEK7, using α -tubulin as loading control. **(d)** Neuro2a cells were transfected as indicated and selected for 72 hours with puromycin. Cell lysates were blotted against Eg5, using α -tubulin as loading control. **(e)** Neurons were transfected at 7DIV as indicated, fixed at 14DIV and stained with GFP and Eg5 antibodies. The white arrow points at an Eg5-depleted cell. A section of the proximal dendrite is shown as magnification. **(f)** Quantification of the Eg5 intensity in the soma of neurons as in **e**. **(g)** Quantification of the Eg5 intensity in $\sim 50 \mu\text{m}$ segments of proximal dendrites of neurons as in **e** $n=14$ neurons for each shRNA. Red lines: mean values. $n^{***}P<0.001$ by two-tailed t -test. **(h)** Neurons transfected with the indicated plasmids at 7DIV were stained with FLAG and Eg5 antibodies. Panels show proximal and distal axon regions including the growth cone. Scale bar, $25 \mu\text{m}$. **(i)** Quantification of the Eg5 intensity in $\sim 50 \mu\text{m}$ segments of different axon regions as in **h**. Eg5 Intensities were plotted relative to the intensities in the somas of the same cells. $n=3$ independent experiments. Columns show means and dot overlays individual data points. Total number of neurons: 21 (Control), 18 (Nek7 depleted). n.s.: non-significant, by two-tailed t -test. Error bars: s.e.m. **(j)** Confocal images of 9DIV neurons stained with antibodies against α -tubulin and acetylated α -tubulin. Proximal and distal dendrite regions are shown as magnifications. Scale bar, $50 \mu\text{m}$. **(k)** Quantification of the ratio of acetylated/total α -tubulin intensity in proximal and distal parts of dendrites. $n = 28$ dendrites, from 10 neurons. Red lines: mean values.

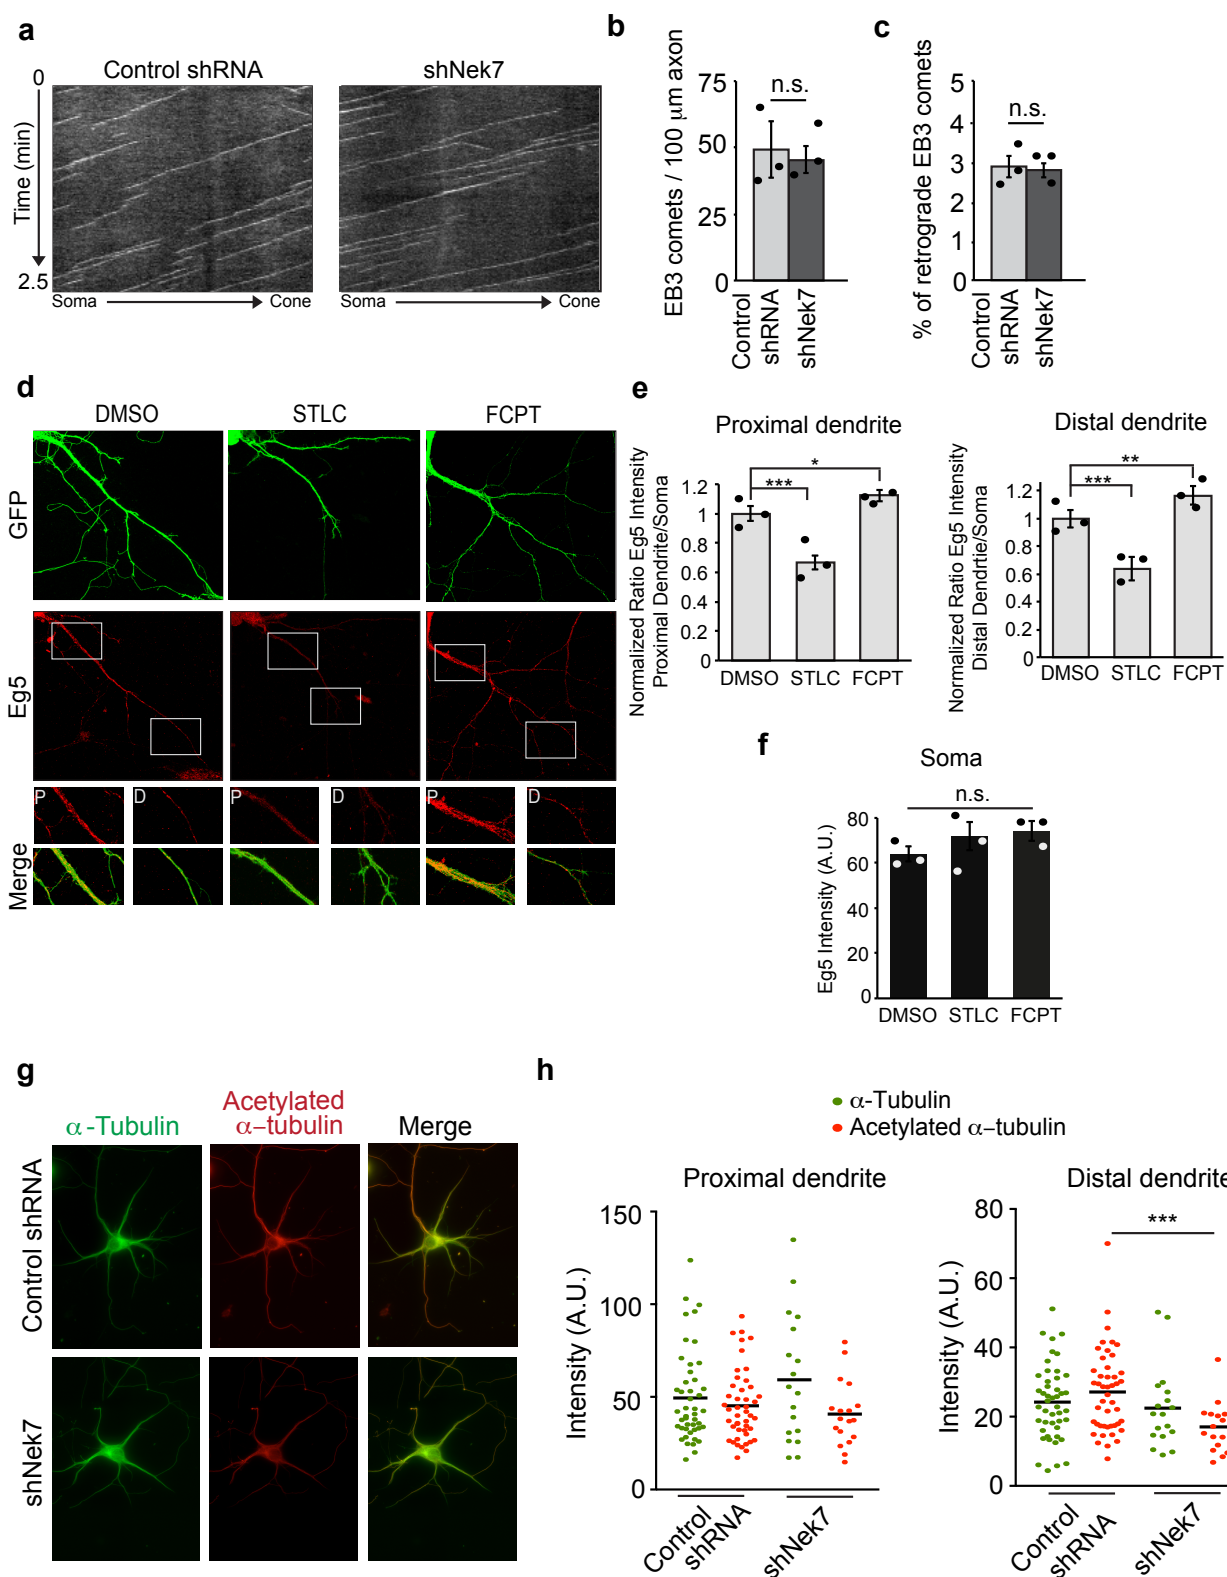

Supplementary Fig. 5. Lack of axonal phenotypes after NEK7 depletion, effect of inhibitors on Eg5 distribution, and destabilization of dendritic microtubules in NEK7 depleted neurons. (a) Representative kymographs of EB3 microtubule comets in axons of control or NEK7-depleted 9DIV neurons. (b) Quantification of EB3 comet density in axons of control or NEK7-depleted neurons. (c) Quantification of EB3 comet polarity in the same segments analyzed in (b). (b,c) n=35 axons, one per neuron, from 3 independent

cultures. Histograms show average $\pm$ S.E.M. n.s.: non-significant, by two-tailed *t*-test. **(d)** Neurons were transfected with a GFP plasmid at 7DIV, treated on the same day with either DMSO or the Eg5 inhibitors STLC or FCPT, and fixed at 14DIV and stained with GFP and Eg5 antibodies. Magnifications show Eg5 staining in proximal (P) and distal (D) dendrite regions. Scale bar, 50 μ m. **(e)** Quantification of the Eg5 intensity in $\sim$ 50 μ m segments of proximal and distal dendrites of neurons as in **d**. Intensities were plotted relative to the intensities of Eg5 staining in the somas of the same cells. n=3 independent experiments. Total number of neurons: 30 (DMSO), 31 (STLC) and 29 (FCPT), 1 to 5 dendrites analyzed per neuron. n.s.: non-significant, *P<0.05, **P<0.01, ***P<0.001 by two-tailed *t*-test. Error bars: s.e.m. **(f)** Eg5 intensity in somas of neurons as in **d**. Statistics as in **e**. **(g)** Representative images of α -tubulin and acetylated α -tubulin staining in soma and dendrites of 9DIV neurons, transfected at 3DIV with plasmid expressing control shRNA or Nek7 shRNA. Scale bar, 25 μ m. **(h)** Quantification of the raw intensity of α -tubulin (green dots) and acetylated α -tubulin (red dots) in proximal and distal dendrite regions of neurons prepared as in **g**. Each dot represents the mean intensity value for one cell. n=45 neurons (Control shRNA) and 18 neurons (shNek7) from 3 independent experiments. 2 to 4 dendrites were quantified per neuron. Black horizontal line: mean of the 3 experiments. *** *P*<0.001, by two-tailed *t*-test. Columns in all graphs show means and dot overlays individual data points.

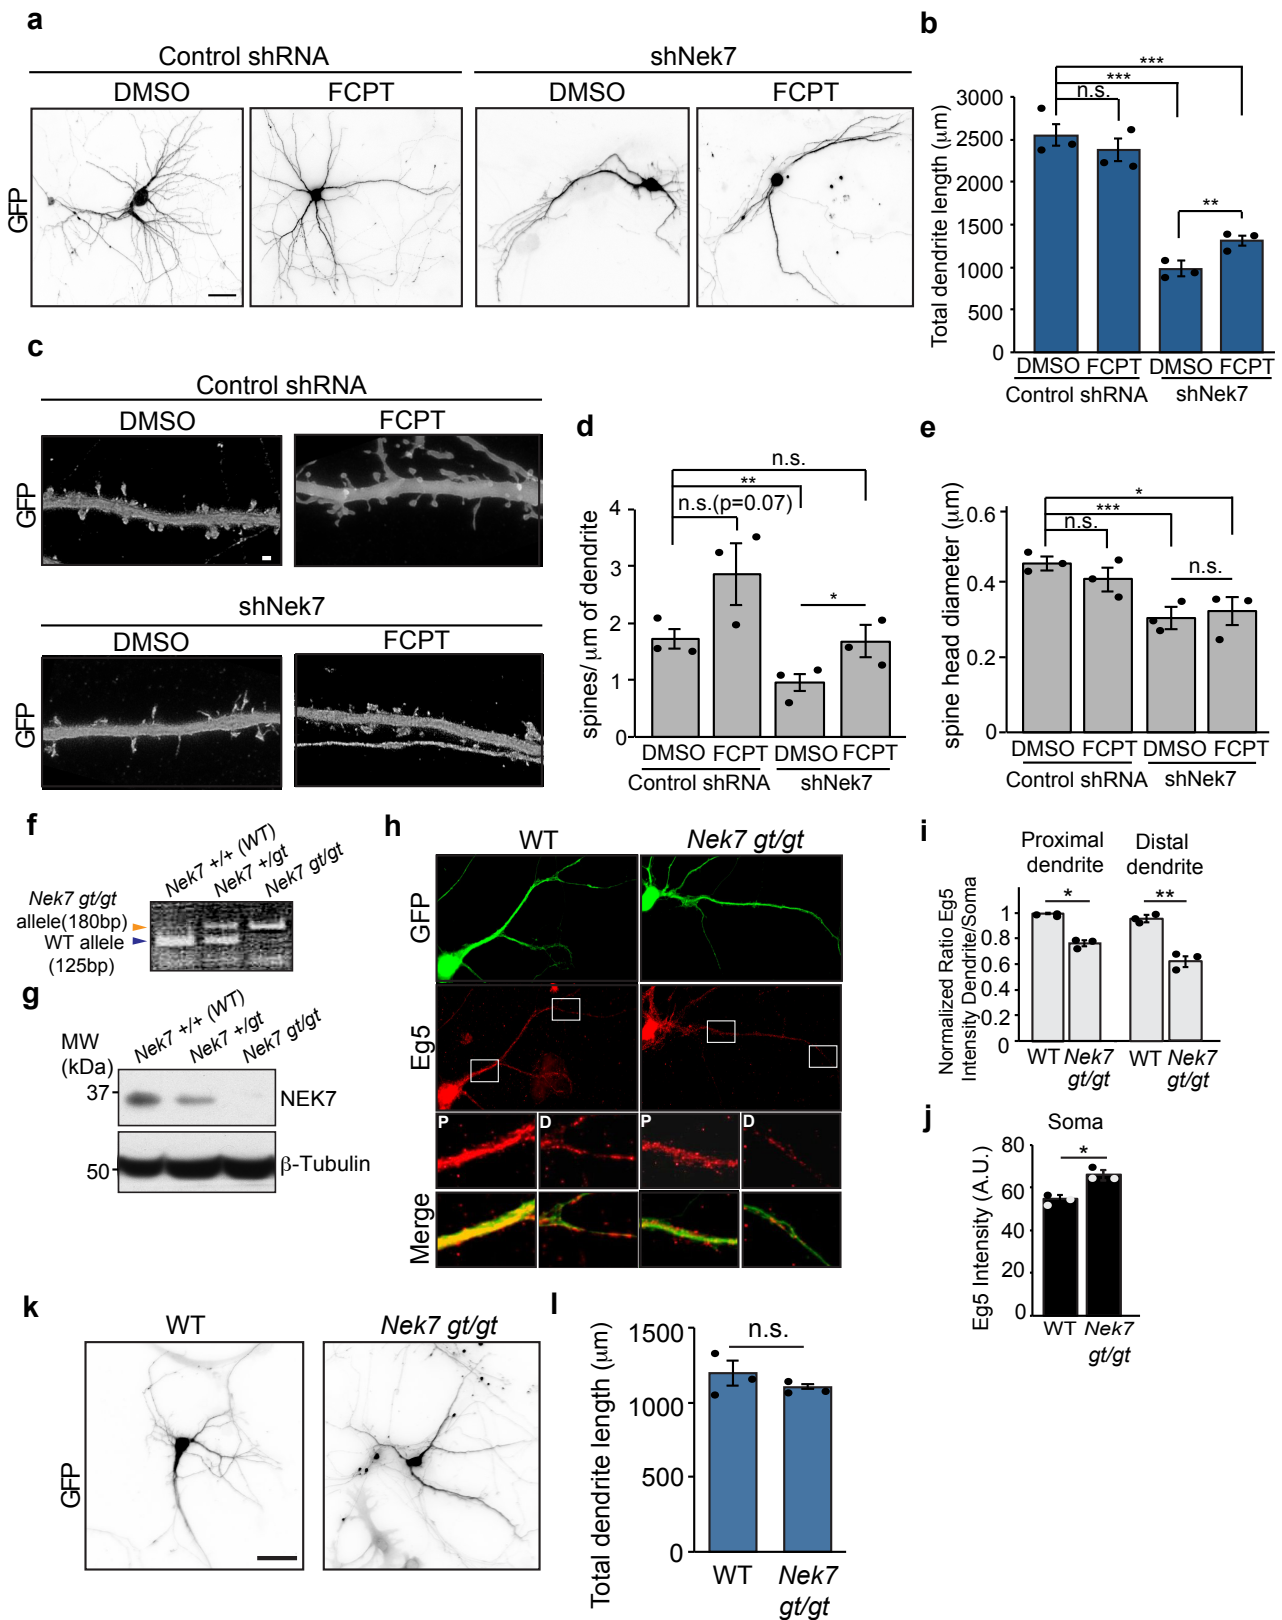

Supplementary Fig. 6. Effects of FCPT in NEK7-depleted neurons and analysis of neurons from *Nek7^{gt/gt}* mice. (a) 14DIV neurons, co-transfected at 7DIV with Control or Nek7 shRNA and GFP plasmid, and treated with DMSO or FCPT. Scale bar, 50 μ m. **(b)** Mean dendrite length at 14DIV in the conditions shown in a. n=3 independent experiments. Total number of neurons: 47 (Control shRNA and DMSO), 49 (Control

shRNA and FCPT), 24 (shNek7 and DMSO) and 36 (shNek7 and FCPT). n.s.: non-significant, ** $P < 0.01$, *** $P < 0.001$, by two-tailed t -test. Error bars: s.e.m. **(c)** Spines in primary dendrites of neurons as in **a**. Scale bar, 1 μm . **(d)** Mean density of spines as in **c**. $n=3$ independent experiments. Total number of spines: 684 (Control shRNA and DMSO), 758 (Control shRNA and FCPT), 256 (shNek7 and DMSO) and 437 (shNek7 and FCPT). n.s.: non-significant, * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, by two-tailed t -test. Error bars: s.e.m. **(e)** Mean head diameters of spines as in **c**. Statistics as in **d**. **(f)** Genotyping of crosses of heterozygous *Nek7* gene trap mice. **(g)** e18.5 embryonic tissue lysates as indicated were probed by Western blotting with NEK7 antibodies. β -Tubulin was used as loading control. **(h)** Hippocampal cultures from wild type or *Nek7^{gt/gt}* embryos were transfected with a GFP plasmid at 7DIV, fixed at 14DIV and stained with GFP and Eg5 antibodies. Magnifications show Eg5 staining in proximal (P) and distal (D) dendrites. **(i)** Mean Eg5 intensity in $\sim 50 \mu\text{m}$ segments of proximal and distal dendrites as in **h**. $n=3$ wild type embryos and 3 *Nek7^{gt/gt}* embryos. Total number of neurons: 28 (wild type) and 21 (*Nek7^{gt/gt}*). 1 to 4 dendrites per neuron. * $P < 0.05$, ** $P < 0.01$ by two-tailed t -test. Error bars: s.e.m. **(j)** Eg5 intensity in somas of neurons as in **h**. Statistics as in **i**. **(k)** Images of wild type and *Nek7^{gt/gt}* neurons as in **h**, fixed and stained with anti-GFP antibody **(l)** Mean dendrite length of neurons as in **k**. n.s.: non-significant, by two-tailed t -test. Error bars: s.e.m. Total of 35 (wild type) and 34 (*Nek7^{gt/gt}*) dendrites. Columns in all graphs show means and dot overlays individual data points.

Uncropped Western blots for Figure 1b:

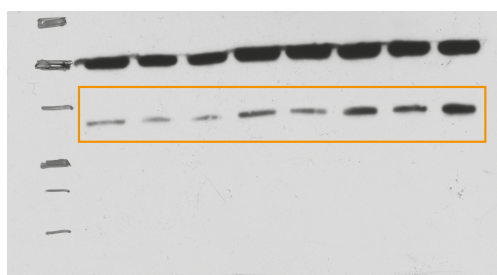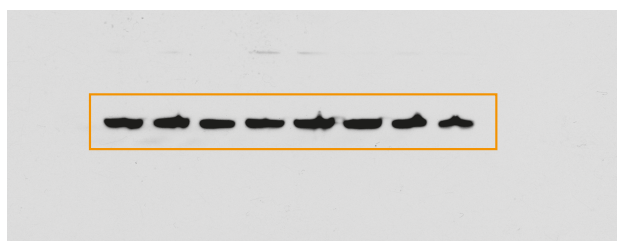

Uncropped Western blots for Figure 1d:

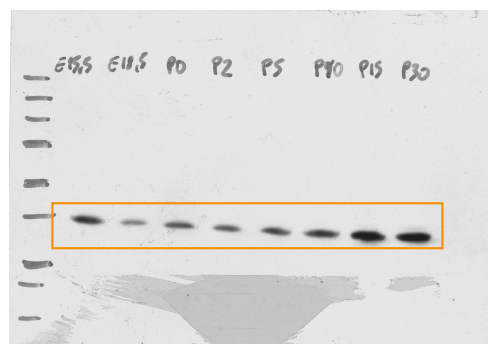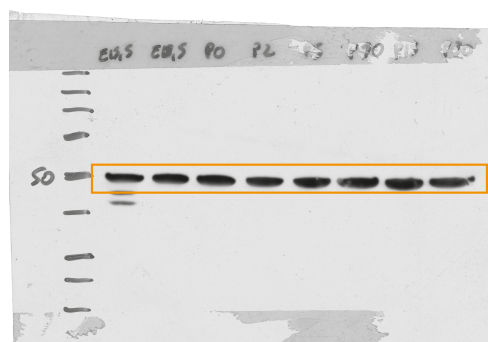

Uncropped Western blots for Figure 1f:

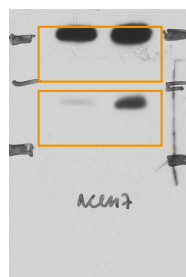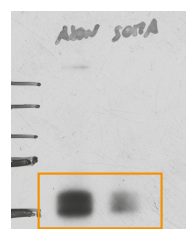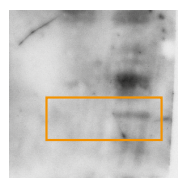

Uncropped Western blots for Figure 1g:

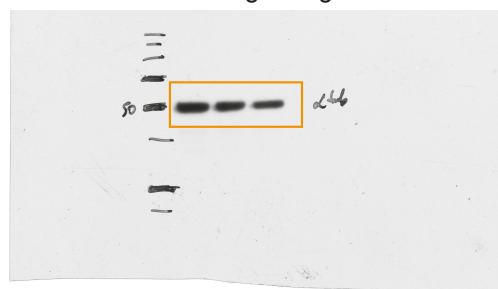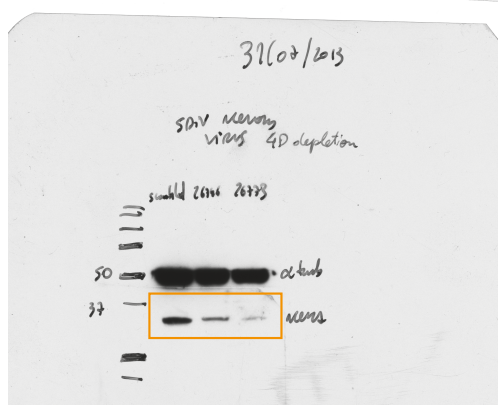

Uncropped Western blots for Figure 3a:

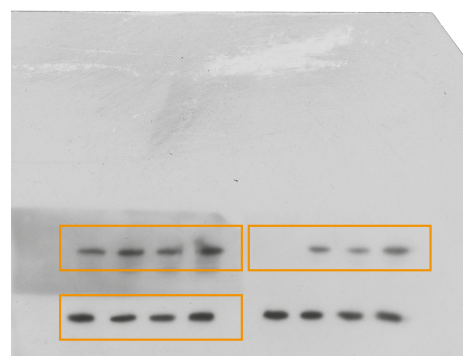

Supplementary Fig. 7. Uncropped Western blots Fig. 1 and Fig. 3.

Uncropped Western blots for Supplementary Figures 2a and 3a:

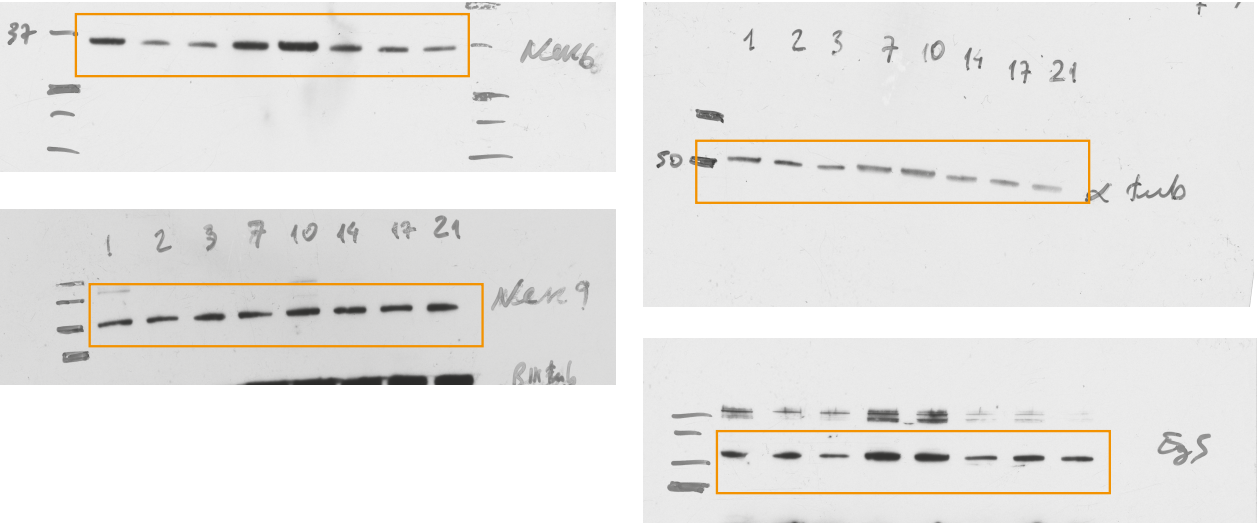

Uncropped Western blot for Supplementary Figure 2b:

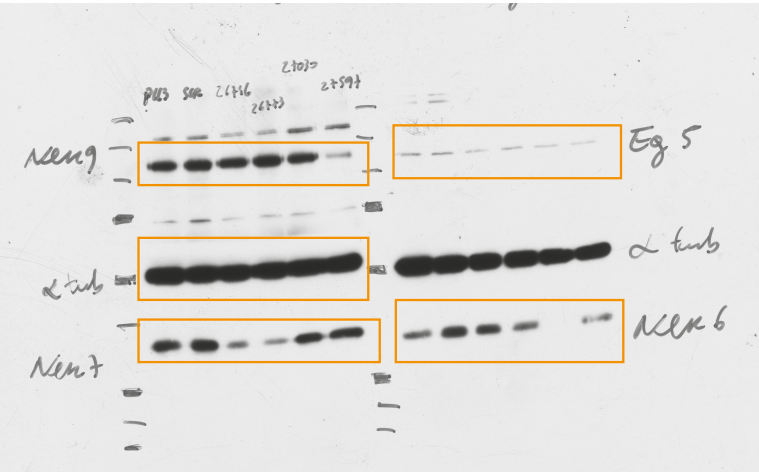

Uncropped Western blot for Supplementary Figure 2f:

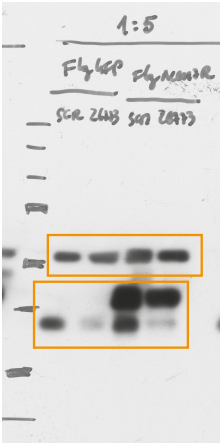

Uncropped Western blot for Supplementary Figure 2g:

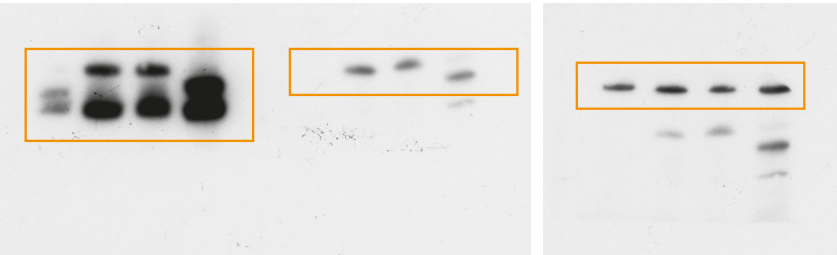

Uncropped Western blots for Supplementary Figure 3h:

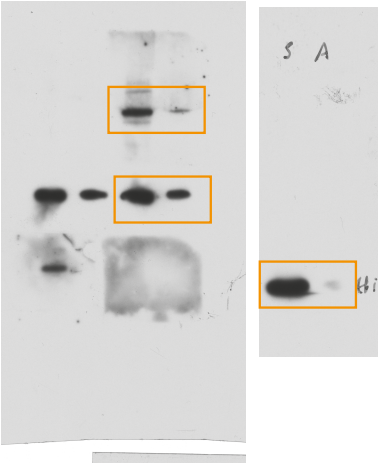

Supplementary Fig. 8. Uncropped Western blots Supplementary Fig. 2 and Supplementary Fig. 3.

Uncropped Western blot
for Supplementary Figure 4c:

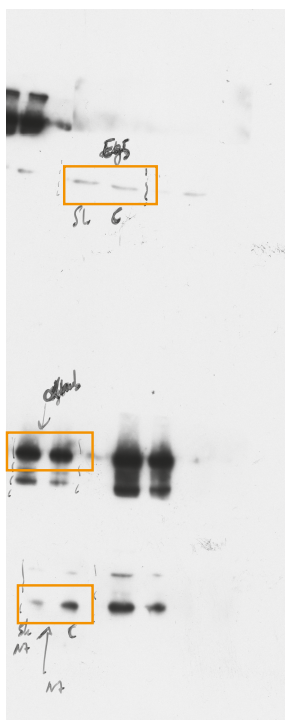

Uncropped Western blots for Supplementary Figure 4d:

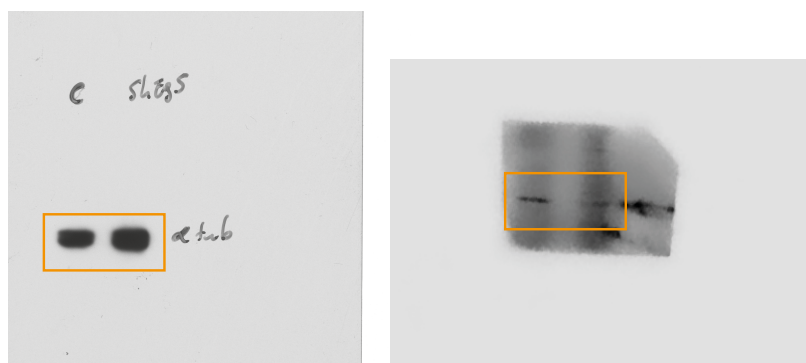

Uncropped Western blot for Supplementary Figure 6g:

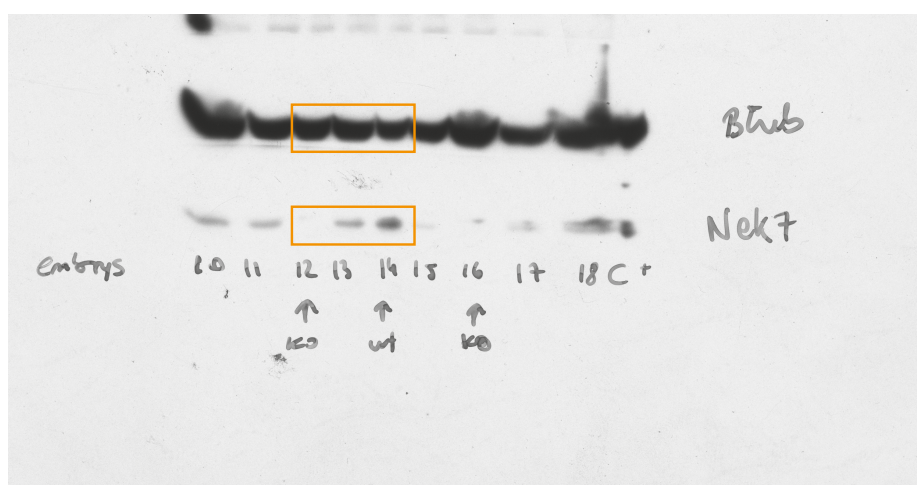

Supplementary Fig. 9. Uncropped Western blots Supplementary Fig. 4 and Supplementary Fig. 6.

# Supplementary material for: NEK7 regulates dendrite morphogenesis in neurons via Eg5-dependent microtubule stabilization
**Source:** Nat Commun. 2018 Jun 13;9:2330. doi: 10.1038/s41467-018-04706-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: **Supplementary Data 1**

Description: **Microarray expression levels of all genes.**

File Name: **Supplementary Data 2**

Description: **Microarray scaled expression levels of differentially expressed genes.**

File Name: **Supplementary Movie 1**

Description: **NEK7 depletion increases retrograde microtubule growth in distal dendrites.** Neurons were infected with the indicated lentivirus at 3DIV and transfected with EB3-Tomato at 8DIV, 24 hours before imaging the distal dendrites by time-lapse microscopy. The neuron soma is located towards the left.

File Name: **Supplementary Movie 2**

Description: **Absence of transport of short microtubules in dendrites.** Photobleaching of EOS- α -tubulin in 9DIV dendrites shows transport of a fluorescent vesicular cargo through the bleached area, but movement of tubulin polymers is not observed. Neurons were transfected at 3DIV with a plasmid expressing EOS- α -tubulin. Bleaching of the green EOS signal was performed and dendrites were imaged by time-lapse microscopy at 9DIV for a period of 15-20 minutes, with a 10 second interval between frames. The neuron soma is located at the left side of the videos.

File Name: **Supplementary Movie 3**

Description: **Stable binding of Eg5 to dendritic microtubules.** Neurons were transfected at 3DIV with plasmids expressing EOS, Eg5-EOS or EOS- α -tubulin. STLC was added 24h prior to imaging to neurons transfected with EOS-Eg5 plasmid. Dendrites were imaged by time-lapse microscopy at 9DIV. The signal of photoconverted EOS or EOS-tagged proteins is shown in the time-lapse videos. The neuron soma is located towards the left.

How the deposited data were processed for this re-analysis (not part of the article)

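Cultured mouse hippocampal neurons were measured at 0, 1, 3, 6, 12 and 15 DIV, with 2 arrays at each time, 1 from each of 2 replicate cultures. The values used are log2 values as deposited by the authors, who normalized the Affymetrix Mouse Gene ST arrays with RMA (rma function of the oligo package, version not stated in the paper's text), 1 value per probeset and array. They include the background correction and the normalization across arrays, but not the gene summary or the batch adjustment of the methods, which were done here. The methods give 20 h for the earliest culture time after plating, which the results call 1 DIV, and its mean with 2-day samples, which were not analysed here. For arrays, the number of arrays limits the precision.

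Of 241576 probesets, 212097 carried 1 gene symbol and were used. The 4475 with several symbols and the 25004 with none were left out. Of the gene symbols, 2668 were outdated and were updated. The 50% of a gene's probesets with the largest interquartile range were combined by median polish, giving 20416 genes. No genome build or position is given with the probesets, so no positions are printed. R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with matplotlib 3.10.9, were used.

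Each gene was fitted by limma with time as a factor and the replicate as a block, with 5 residual and 5.63 prior degrees of freedom. Tests were made of each time against 0 DIV, of any change over time (F test), of the slope over hours in culture, and of a transient change (the mean of 3 and 6 DIV against the mean of 0 and 15 DIV). All adjusted p-values of genes come from limma with Benjamini-Hochberg adjustment over all genes, at a threshold of 0.05, and those of lists from camera, in limma, with a preset correlation of 0.01 or with an estimated correlation. The pairing of arrays by replicate comes from the replicate numbers of the labels and the batch term (date of experiment) of the methods. Its check was the correlation, across genes, of the replicates' deviations between 2 times, which had a median of 0.30 over 15 pairs of times (0.11 to 0.46). Genes that changed were clustered by complete linkage on Pearson correlation into 20 groups. A gene was counted as not changing where its 95% confidence interval lay within 0.5 on the log2 scale. The procedure was tested on simulated data. The transient contrast alone recovered 90.0% of 60 genes changed by 1.5 on the log2 scale at 3 and 6 DIV. The transient call on the arrays also required the F test and no call at 15 DIV, which that share does not include. The test of 15 DIV against 0 DIV called 6 unchanged genes. With a preset correlation, camera called 4 of 4 raised lists and 1 of 30 unchanged lists. The simulated genes varied independently of each other. On the arrays the estimated correlation within a list reached 0.70 for S phase and mitosis, so the simulated list calls do not show how camera does on such lists.

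The 34 gene lists hold 567 entries, of which 537 were measured. They cover proliferation, chromatin and DNA replication factors, synaptic vesicles, the postsynaptic density, voltage-gated channels, immature neurons, progenitors, glutamatergic and GABAergic neurons, astrocytes, the oligodendrocyte lineage, microglia, endothelial cells, fibroblasts, erythroid cells, mitotic and transport kinesins, dynein, the gamma-tubulin ring complex and augmin, the centrosome, the kinetochore, microtubule-associated proteins, severing and tubulin modification, tubulins, NIMA-related kinases, both groups of genes in Supplementary Fig. 1a, genes chosen for the kinds of dual-function factor that the introduction names, activity-regulated genes, cholesterol synthesis, p53 targets, heat shock, reference genes and the inflammasome. The lists, comparisons and alternatives were fixed before the data were examined, with some exceptions. Leaving out both 12 DIV arrays and testing the slope by culture were chosen after seeing the data. So were the comparison with the paper's transient clusters, the count of receptor genes and the tests of explanations that are marked so below. Genes are named by a rule: the 10 largest rises and 10 largest falls past the threshold with the same direction in both replicates, the 5 largest transient changes each way, up to 4 members of each list with the largest changes past the threshold and any counterexample, every gene the paper names in its account of the arrays, and *Actb*. The members of the NIMA-related kinase family that did not pass were named after their values were seen.

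The alternatives were the fit without the replicate block, all probesets of a gene, the mean of the probesets, quantile normalization of the gene values, centring of each array on its median, leaving out the third of genes with the lowest signal, an intensity trend with robust variances, only the 4 arrays of 0 and 15 DIV, ranks in place of hours, average linkage, a margin of 1, an estimated correlation, the two-sample test that the statistics section names for the experiments as a whole, and leaving out each array in turn. The threshold for differential expression is not named in the paper's text.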

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

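The tests chosen only after the result was seen are those of the share of neurons, of glial precursors, of the share of astrocytes, of the signal range and of an exchange of 12 and 15 DIV. Lists that the paper does not report on, markers of 3 cell types and genes of 1 metabolic pathway, were higher at 15 DIV than at 0 DIV. The median difference of the list on the log2 scale was 1.14 for GABAergic interneurons, 1.84 for astrocytes, 1.43 for the oligodendrocyte lineage and 0.75 for cholesterol synthesis and uptake. These 4 lists passed camera with a preset correlation and had an adjusted p of 0.22, 0.25, 0.14 and 0.25 with an estimated correlation.

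Between 1 and 6 DIV, genes of S phase and mitosis were lower in replicate 2 than in replicate 1, each against the 0 DIV array of the same replicate, with a list median of -0.51. The authors' normalization was taken to shift genes of the same mean level alike. Against it, 10000 random lists matched on that level gave -0.35 to 0.30, so that the list lay at percentile 0. Genes of this list vary together (estimated correlation 0.70), unlike those of random lists, so the percentile understates the spread. A shift shared by all genes of the same level is argued against, but other effects of normalization were not tested. A lower share of neurons in replicate 1 was taken to raise the markers of all other cells alike. Endothelial markers differed by -0.21 (standard error over genes 0.083) and astrocyte markers by 0.96. This cannot decide the question, since the mean of the endothelial list had already fallen to 6.01 in replicate 1 and 6.00 in replicate 2 at 1 DIV. These markers then had little room to follow the share of neurons, so that explanation stays open. More dividing glial precursors in replicate 1 stays open as a candidate explanation, since the astrocyte difference of 0.96 is what it predicts but was seen beforehand. The methods add cytosine arabinoside, which acts on dividing cells, at 3 DIV, and a difference between the cultures in its effect was not tested and would not cover 1 DIV.

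The rise of *Nek7* was weighed against 3 technical explanations. With all probesets it was 1.92, which argues against the choice of probesets as the whole cause. With quantile normalization of the gene values it was 1.78. That setting could remove little, since the mean of the array medians was only 0.16 higher at 15 DIV than at 0 DIV. An array-wide shift of that size is too small to be the whole cause. A rising share of astrocytes would give a larger rise in replicate 1, by 1.05 if proportional to the astrocyte markers. The rise to 12 and 15 DIV was instead -0.28 (standard error 0.39) in replicate 1 minus replicate 2. That value includes replicate 1 at 12 DIV, an array that stood apart from the others. At 3 DIV, *Nek7* was higher in replicate 1, as was the astrocyte list. The mean of that list minus its own 0 DIV array was then 0.79 in replicate 1 and -0.42 in replicate 2. A part of astrocytes in the values at 3 DIV therefore stays open. Time in culture stays as a hypothesis for the rise, which on these arrays was found and tested on the same data. The paper also reports a rise by quantitative real-time PCR between 0 and 15 DIV. It further reports more NEK7 protein at late stages by western blots of cultures and of cortex. Those experiments were not analysed here.

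Replicate 1 at 12 DIV stood apart from the other arrays, with an r of 0.944 to replicate 2 across genes. A compressed signal range may account for this, since the difference from replicate 2 was 0.51 higher for the third of genes with the lowest signal than for the third with the highest, against -0.19 to 0.13 at the other times, but that test cannot be told apart from other causes of the same shape. A label from 6 DIV or earlier is argued against. The replicate 2 array with the highest correlation was that of day 15 (0.51), followed by 12 DIV (0.41), with 0.17 at 6 DIV and less before. The test counted 12 and 15 DIV alike, so it cannot tell these 2 labels apart. An exchange of 12 and 15 DIV in replicate 1 would make synaptic genes fall there from 12 to 15 DIV. Instead, 45 synaptic genes had a mean change of 0.26 (standard error over genes 0.051), at percentile 99.9 of 10000 random lists of the same signal level. In replicate 2 the mean change was 0.19 (standard error over genes 0.036). Each change rests on 1 array per time, and genes of a list vary together. The standard errors and the percentile therefore understate the spread, and an exchange is not excluded. No biological explanation was tested.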

How the results depend on the processing

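Leaving out both 12 DIV arrays was chosen only after the result was seen. Of 168 named genes, 117 stayed on the same side of the threshold under every setting tried and 0 changed direction with a call in limma. *Nek7* lay between 1.78 and 2.19 over 19 settings, with an adjusted p of at most 0.0031. For arrays, the number of arrays and the signal over background limit what can be called. Where a setting moved a count, the cause was not tested.

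Without the replicate block, limma called 52 genes higher and 12 lower at 1 DIV, 447 and 114 at 3 DIV, and 1258 and 444 at 6 DIV. It then called 1141 lower at 12 DIV, 1120 lower at 15 DIV and 14 transient, and 276 genes as not changing. With all probesets there were 326 higher and 104 lower at 1 DIV, 486 lower at 3 DIV, 5160 not changing and 27.8% in the largest cluster. Without the third of genes with the lowest signal, 317 were higher at 1 DIV and 194 transient. After quantile normalization 1443 were lower at 6 DIV, 3087 at 12 DIV and 2885 at 15 DIV, and 2 control genes passed. With centring 2862 were lower at 12 DIV and 2746 at 15 DIV, and 1 control gene passed. With an intensity trend 349 were higher and 88 lower at 1 DIV, 1498 higher at 3 DIV and 228 transient. Without both 12 DIV arrays 216 were transient. The statistics section names an unpaired t-test for the experiments as a whole, and its array part names no such test. For 15 DIV against 0 DIV, the methods' t-test after Benjamini-Hochberg adjustment gave 0 higher and 0 lower genes. With 2 arrays at each time, it has little power after adjustment over 20416 genes. These counts of 0 therefore cannot show whether genes changed. The methods' t-test at p under 0.05 gave 2782 for 15 DIV against 0 DIV, higher, and 1878 for 15 DIV against 0 DIV, lower. With an estimated correlation camera called 0 lists higher and 0 lower (4 and 4 at an unadjusted p under 0.05). With a margin of 1, the interval of 11889 genes lay inside it.

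Leaving out 1 array at a time assumes that the lone array left at that time varies like the others. Genes past the F test then numbered 2973 (without replicate 1 at 1 DIV) to 6609 (replicate 2 at 12 DIV). Higher genes numbered 1 to 298 at 1 DIV, 54 to 1402 at 3 DIV, 755 to 2443 at 6 DIV, 1793 to 3542 at 12 DIV and 2008 to 3840 at 15 DIV. Lower genes numbered 2 to 117, 27 to 539, 225 to 1100, 625 to 2185 and 598 to 2213. The lowest came without an array of the time tested or, at 12 DIV, without replicate 1 at 0 DIV. The highest came without an array of 12 DIV, except the 539 without replicate 2 at 3 DIV. Transient genes numbered 0 to 218, genes not changing 0 to 1814, MCA genes that were lower 42 to 90, and control genes past the threshold 0 to 1.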

Differences from the paper's values

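The alternatives compared here were set before the data were examined, and the comparison with the paper's transient clusters was chosen only after the result was seen. The paper's value for *Nek7* in Supplementary Data 1 is a log2 difference of 2.226 between 15 and 0 DIV, and the value here is 1.98. It comes within the standard error of the paper's value with the mean of the probesets (2.11) and without replicate 2 at 1 DIV, either replicate at 3 DIV, either replicate at 6 DIV, replicate 1 at 12 DIV or replicate 1 at 15 DIV, and not under the other alternatives. The paper's value for *Snap25* in the same table is 2.061, and the value here is 1.87. It comes within the standard error of the paper's value with the mean of the probesets (1.97) and without replicate 1 at 0 DIV, replicate 1 at 1 DIV or replicate 1 at 12 DIV, and not under the others. The direction is the paper's for both genes.

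For *Bub3*, the paper shows about 0.07 in Supplementary Fig. 1a, read by eye, and the difference here is -0.0064, of the other sign and not past the threshold. It has the paper's sign with all probesets and without replicate 2 at 0 DIV, either replicate at 1 DIV or replicate 2 at 15 DIV, and not under the others.

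The paper gives transient changes for 6% of differentially expressed MCA genes, and here 1.82% of the MCA genes in the part of Supplementary Data 2 used were transient. These shares are measured in unlike ways, since the paper counts members of transient clusters and the share here counts genes past a limma contrast with no call at 15 DIV. No alternative brings them together. Of the 165 genes, 9 lie in the paper's transient clusters, so the narrower part used does not account for the difference. Of these 9, 1 was higher at 15 DIV than at 0 DIV, 2 were lower and 6 did not pass. Across the 1172 genes shared with the part of Supplementary Data 1 used here, the differences between 15 and 0 DIV had an r of 0.995 across genes with the paper's, and 1169 had the same sign. Of these genes 1154 were past the threshold here, so the comparison covers changed genes and not the whole array.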

Other observations

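The test of the slope by culture and the count of receptor genes on replicate 1 at 12 DIV were chosen only after the result was seen. Of 14 genes of cholesterol synthesis and uptake, 7 rose between 0 and 15 DIV (11 when adjusted over the list alone), among them *Mvd* by 1.23 (adjusted p = 0.0035 from limma), and *Dhcr7* by 1.02 (adjusted p = 0.0037, but 0.074 without replicate 2 at 15 DIV). *Idi1* rose by 1.09, but had an adjusted p of 0.077 without replicate 1 at 0 DIV or at 15 DIV. By camera with a preset correlation the list was higher than other genes (adjusted p = 1.28e-04, and adjusted p = 0.25 with an estimated correlation). Of 13 p53 targets, 5 rose and 2 fell (6 and 3 when adjusted over the list alone), with the cell cycle inhibitor gene *Cdkn1a* 2.66 and *Sesn2* 2.52 higher, and the list did not pass camera (adjusted p = 0.37). Of 16 genes regulated by neuronal activity, 3 rose and 1 fell (3 and 1 when adjusted over the list alone). *Fos* did not pass in the main fit. It passed in limma with centring (difference -2.41, adjusted p = 0.048), after quantile normalization (-2.43, 0.044) and without the third of genes with the lowest signal (-2.25, 0.040). Without replicate 1 at 15 DIV its difference was -3.84. *Ptgs2* rose by 4.40 and *Egr3* by 2.52 (0.97 with all probesets), *Bdnf* rose by 1.78 (adjusted p = 0.010, but 0.0501 without replicate 2 at 0 DIV), and *Dusp1* fell (adjusted p = 0.0115, but 0.27 without replicate 2 at 0 DIV and 0.13 without replicate 2 at 15 DIV). This list did not pass camera (adjusted p = 0.33, and adjusted p = 0.76 with an estimated correlation), but did with the preset correlation without replicate 2 at 15 DIV (8.66e-04). The list activity-regulated genes went opposite ways in the replicates, with a mean at 15 DIV of 1.61 above the 0 DIV array in replicate 1 and of -0.52 in replicate 2.

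Of 12 genes of heat shock and dissociation, *Hmox1* rose by 1.82 and *Ier2* fell by 1.45 (adjusted p = 0.021, but 0.061 with all probesets, 0.21 without replicate 2 at 0 DIV and 0.19 without replicate 2 at 15 DIV), with 1 and 1 when adjusted over the list alone. The list had a median of 0.24 and a mean of -0.05 and did not pass camera (adjusted p = 0.75). The list heat shock and dissociation response went opposite ways in the replicates, with a mean at 15 DIV of 0.73 above the 0 DIV array in replicate 1 and of -0.82 in replicate 2. Of 8 inflammasome genes, *Il18* rose by 1.76 (adjusted p = 0.0054, but 0.053 without the replicate block and 0.11 without replicate 1 at 0 DIV) and *Aim2* fell by 0.69 (adjusted p = 0.015), a call that ended with the mean of the probesets (0.13), without the replicate block (0.053) and without any 1 of 6 arrays, with up to 0.42 without replicate 1 at 15 DIV. When adjusted over the list alone 1 rose and 2 fell, and the list did not pass camera (adjusted p = 0.15). *Nek6*, a kinase gene related to *Nek7*, had a difference of 0.20 (adjusted p = 0.56), *Kif11*, which encodes Eg5, of -0.41 (standard error 0.36, adjusted p = 0.45), *Tpx2* of -0.58 (adjusted p = 0.35) and *Aurka* of -0.35 (adjusted p = 0.31).

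A difference in slope over hours between the replicate cultures passed in limma for 0 genes (1113 at an unadjusted p under 0.05). By camera with a preset correlation, 16 of the 34 lists had a slope that differed between the cultures. With an estimated correlation the lowest adjusted p of any list was 0.32. Among the 16, genes of S phase and mitosis had a median change of -0.67 in replicate 1 and 0.11 in replicate 2 along the fitted line (adjusted p = 1.26e-10, and adjusted p = 0.32 with an estimated correlation). The line does not follow the arrays at the last time. At 15 DIV the mean of this list differed from the 0 DIV array of the same replicate by -0.65 in replicate 1 and -0.28 in replicate 2. The median difference in the change along the fitted line, replicate 2 minus replicate 1, was 0.73 for the S phase and mitosis list. It was 0.89 for mitotic kinesins, -1.21 for activity-regulated genes and -0.53 for astrocyte genes. On replicate 1 at 12 DIV, 89 genes were over 2 higher on the log2 scale than on replicate 2 and 65 were over 2 lower. Among the 89 were 12 olfactory and vomeronasal receptor genes, of which 1169 were among the 20416 genes measured.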
